# Retinoic acid is dispensable for meiotic initiation but required for spermiogenesis in the mammalian testis

**DOI:** 10.1242/dev.201638

**Published:** 2023-07-13

**Authors:** Oleksandr Kirsanov, Taylor A. Johnson, Bryan A. Niedenberger, Taylor N. Malachowski, Benjamin J. Hale, Qing Chen, Brad Lackford, Jiajia Wang, Anukriti Singh, Karen Schindler, Brian P. Hermann, Guang Hu, Christopher B. Geyer

**Keywords:** Spermatogenesis, Retinoic acid, Meiosis, Testis

## Abstract

Retinoic acid (RA) is the proposed mammalian ‘meiosis inducing substance’. However, evidence for this role comes from studies in the fetal ovary, where germ cell differentiation and meiotic initiation are temporally inseparable. In the postnatal testis, these events are separated by more than 1 week. Exploiting this difference, we discovered that, although RA is required for spermatogonial differentiation, it is dispensable for the subsequent initiation, progression and completion of meiosis. Indeed, in the absence of RA, the meiotic transcriptome program in both differentiating spermatogonia and spermatocytes entering meiosis was largely unaffected. Instead, transcripts encoding factors required during spermiogenesis were aberrant during preleptonema, and the subsequent spermatid morphogenesis program was disrupted such that no sperm were produced. Taken together, these data reveal a RA-independent model for male meiotic initiation.

## INTRODUCTION

Meiosis is essential for sexual reproduction, and its specialized processes have been intensely studied in both lower eukaryotes and mammals. In mammals, two landmark studies using fetal mice identified retinoic acid (RA) as the long sought-after ‘meiosis-inducing factor’ (MIS) (Bowles et al., 2006; Koubova et al., 2006). However, the relevance of these observations to male meiotic initiation in the postnatal testis is questionable. This is because in the postnatal mouse testis, a pulse of RA is essential for differentiation of mitotic spermatogonia (Haneji et al., 1983; van Pelt and de Rooij, 1991), which precedes meiotic initiation by 8.6 days (Oakberg, 1956b). Therefore, the conclusion that a second pulse of RA is the sole molecular trigger for meiotic initiation is not supported by direct experimentation. Currently, the only evidence that RA directs male meiotic initiation is correlative activation of meiosis genes such as *Stra8* and *Rec8* (Koubova et al., 2014; Oulad-Abdelghani et al., 1996), which are themselves not required for meiotic initiation, but rather for meiotic progression (Xu et al., 2005; Anderson et al., 2008; Mark et al., 2008). Indeed, in *Stra8* KO mice on an inbred C57BL/6 background, preleptotene spermatocytes completed meiotic DNA replication but failed to load the meiotic cohesin REC8 (Anderson et al., 2008), whereas on a mixed genetic background preleptotene spermatocytes were formed, and they completed meiotic S-phase (Baltus et al., 2006; Anderson et al., 2008) and even reached pachynema (Mark et al., 2008). Therefore, the requirement for RA in meiotic initiation and progression needs to be critically examined using additional strategies.

Here, we used both *in vitro* and *in vivo* models paired with loss- and gain-of-function approaches to examine the requirement for RA as the instructive signal for male meiotic initiation. We discovered that, in the absence of RA, male germ cells initiated, progressed through and completed meiosis to form haploid spermatids. The initiation of meiosis in RA-deficient male germ cells was accompanied by rather modest changes in overall gene expression, and the activation of meiosis-related genes was largely unaffected. However, there were significant changes in expression of genes encoding factors involved in and required for the morphogenetic changes during the later developmental program of spermiogenesis that creates sperm. An examination of this process revealed spermatids in RA-deficient testes failed to properly elongate and, as a consequence, no sperm were produced. In conclusion, our data support an RA-independent model of meiotic initiation in the mammalian testis.

## RESULTS

### Synchronizing spermatogenesis to examine gene expression during spermatogonia differentiation and meiotic initiation

Currently, little is known about the requisite program of differentiation that spermatogonia must complete before meiotic initiation. To study this, we adapted an *in vivo* model of synchronized steady state spermatogenesis (Hogarth et al., 2013; Romer et al., 2018). As shown in the timeline (Fig. 1A), synchronization was accomplished by dosing mice with the potent and highly selective RA synthesis inhibitor WIN 18,446 beginning at postnatal day (P)1, before endogenous RA signaling and when testes contain only prospermatogonia – the precursors of spermatogonia (Culty, 2013; McCarrey, 2013). Daily WIN 18,446 treatment through P10 blocked normal spermatogonia differentiation, and thus testes at P11 were filled with STRA8^−^/KIT^−^ undifferentiated stem and progenitor spermatogonia (Fig. 1B). At P11, a single injection of exogenous RA induced all spermatogonia to differentiate (except spermatogonial stem cells, or SSCs, which are RA insensitive; Velte et al., 2019). RA is extremely labile, with a half-life in mice of less than 0.5 h (McPhillips et al., 1987; Nau, 1986), and therefore is not expected to persist in testes after P12. Twenty-four hours later in these ‘RA-sufficient’ testes, nearly all germ cells were STRA8^+^/KIT^+^ A_1_ differentiating spermatogonia (Fig. 1C) that proceeded through remaining stages [A_2-4_, intermediate spermatogonia (In) and type B spermatogonia (B)] of differentiation (Fig. 1D,E) and entered meiosis at P19 as STRA8^+^ preleptotene spermatocytes (Fig. 1F). These DMRT1^−^/HIF6^+^ spermatocytes completed meiosis to form round spermatids by P30 (Fig. S1A-C), elongating spermatids by P37 (Fig. S1F) and condensing spermatids by P43, which were clustered around lumina in preparation for spermiation (Fig. S1G).

**Fig. 1.**
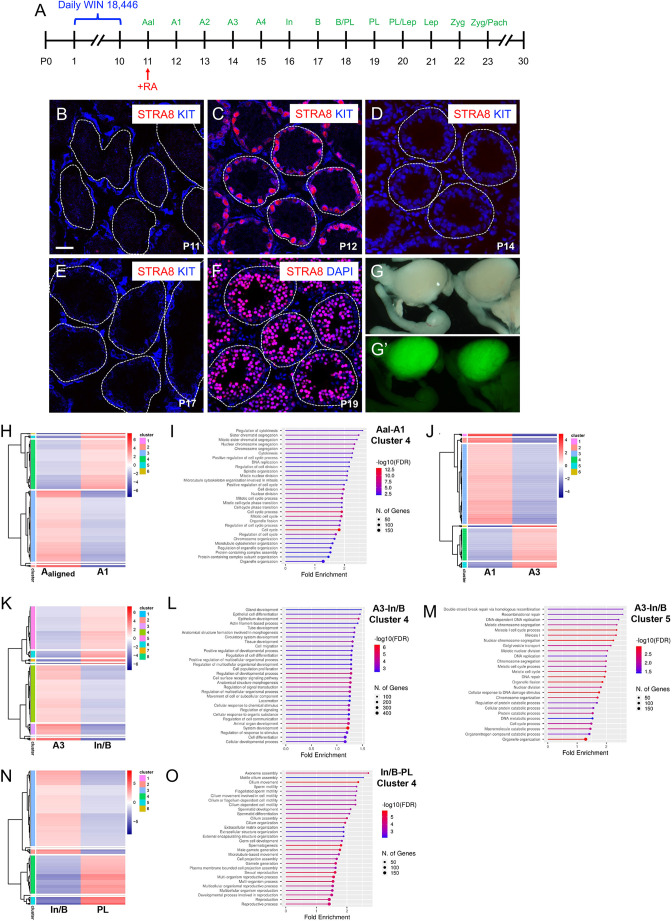
**Adapting a model of synchronized spermatogenesis to study spermatogonial differentiation and meiotic initiation *in vivo*.** (A) Synchronization timeline for treatments to generate RA-sufficient mice. (B-F) Testis sections from mice with RA-sufficient spermatogenesis are shown, with ages indicated on each image. Sections were immunostained for the indicated germ cell fate markers (colors indicated on each image) and nuclei were counterstained with DAPI (blue). Tubules are outlined. (G,G′) Testes from P60 and older Uchl1-eGfp transgenic mice are shown, illuminated by white (G) or fluorescent (G′) light. (H,J,K,N) Heatmaps showing log2Fold-change values of mRNA abundance difference between the noted cell populations (listed below). Fold-change is indicated by the color scale and unsupervised gene clusters are shown on the left. (I,L,M,O) Lollipop plots indicate Gene Ontology Enrichment Analysis of genes from noted clusters. Scale bar: 40 µm. Each experiment was repeated thrice and *n*≥4 mice were used for each experiment.

Using this model system, we next identified gene expression changes at the transcriptome level before differentiation, at the onset, midpoint and end of differentiation, and at meiotic initiation. To isolate each distinct cell population for bulk RNA-seq, we used transgenic mice expressing EGFP downstream of the promoter for ‘ubiquitin carboxyl-terminal hydrolase L1’ (*Uchl1*) (Yasvoina et al., 2013). Created to label motor neurons, testes of these mice were also EGFP^+^ (Fig. 1G-G′), with consistent high levels in spermatogonia and low levels in preleptotene spermatocytes entering meiosis (Kirsanov et al., 2022). This consistent difference in fluorescence intensity enables isolation, from testes with synchronized spermatogenesis, of highly enriched populations of millions of EGFP^bright^ premeiotic spermatogonia and EGFP^dim^ preleptotene spermatocytes entering meiosis. As reported previously, FACS cell populations were 91-94% pure, which was verified by flow cytometry purity analysis (for EGFP) as well as by staining sorted cell aliquots with germ cell fate markers (Kirsanov et al., 2022). 

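Counts of mRNA reads were analysed for In/B spermatogonia at P17 and for preleptotene (PL) spermatocytes at P19, with 3 libraries of each cell type. The cells were sorted by fluorescence from Uchl1-EGFP mice, in which the Uchl1 promoter drives EGFP brightly in spermatogonia and dimly in PL spermatocytes. Spermatogenesis in these mice had been synchronized with the drug WIN, which blocks the synthesis of retinoic acid (RA). It was given daily at 100 µg per g body weight from P1 until P10 according to the paper, or until P11 according to the sample records, and was followed at P11 by a single injection of 10 µl of RA at 10 µg per µl. The paper's text does not say whether the PL libraries compared here and the RA-sufficient PL libraries of Fig. 6 are the same, and the counts used here are those of the In/B and RA-sufficient PL groups. The authors trimmed single-end reads, aligned them to the mm9 genome with STAR and counted them on genes with featureCounts, and the resulting raw counts are the values used. Between 16872425 and 26684393 reads per In/B library were counted on genes (median 17201853), and between 12612959 and 21833333 per RA-sufficient PL library (median 15804805). Libraries were scaled with edgeR's TMM method, and genes with too few counts for a test were removed with its filterByExpr function, which left 15001 genes. Genes were called changed at the paper's threshold for this comparison, an absolute log2 fold change above 1 and an adjusted p of at most 0.01. The threshold of 0.05 that the methods give was applied as well. Undifferentiated, A1 and A3 spermatogonia were not analysed here.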

EGFP^bright^ In/B differentiating spermatogonia and EGFP^dim^ preleptotene spermatocytes from testes of *Uchl1-*EGFP mice with synchronized spermatogenesis were used for bulk RNA-seq to measure changes in mRNA abundance during spermatogonial differentiation and entry into meiosis. Four pairwise comparisons were made between temporally adjacent cell types, including undifferentiated spermatogonia (A_undiff_, or A_al_) versus A_1_ differentiating spermatogonia, A_1_ versus A_3_ differentiating spermatogonia, A_3_ versus In/B differentiating spermatogonia, and In/B versus preleptotene spermatocytes to identify differentially expressed genes (DEGs; log2 fold-change>1, and *P*_Adj_≤0.01; Table S1)*.* We found 1859 DEGs between A_undiff_ and A_1_ spermatogonia (1082 higher in A_undiff_, 777 higher in A_1_) (Fig. 1H). Messages encoding prototypical markers of stem and progenitor spermatogonia (e.g. *Id4*, *Nanos2*, *Tcl1*, *Upp1* and *Zbtb16*) declined in differentiating spermatogonia, whereas those encoding markers of differentiating spermatogonia (e.g. *Kit*, *Sohlh2* and *Stra8*) increased (Fig. 1H,I, Table S1). Notably, genes in cluster 4, which had elevated mRNA levels at the onset of differentiation, were significantly enriched for cell proliferation biological processes (e.g. regulation of cytokinesis, positive regulation of cell cycle process and regulation of cell division; Fig. 1J, Table S2). A relatively small number of DEGs were identified between A_1_ and A_3_ differentiating spermatogonia (554 DEGs, 383 higher in A_1_ and 171 higher in A_3_), which clustered into six groups based on expression pattern (Table S3). Surprisingly, GO analysis identified no significant enrichment of biological processes among genes in any of the six A_1_ versus A_3_ clusters, suggesting no significant biological changes are under way at the midpoint of spermatogonial differentiation. As spermatogonial differentiation progressed beyond the mid A_3_ into the late In/B stages, however, we observed more changes in mRNA levels (2461 DEGs, 1407 higher in A_3_, 1054 higher in In/B) that grouped into eight DEG clusters (Fig. 1K, Table S4). Pathway analysis of these clusters demonstrated mRNAs from genes involved in developmental programs were reduced in the A_3_-to-In/B transition (Fig. 1L, Table S4), whereas those involved in meiosis were increased at the In/B spermatogonia stage (Fig. 1M, Table S4). These data confirm activation of genes constituting the meiotic program during spermatogonial differentiation before meiotic entry. 

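Between In/B spermatogonia and PL spermatocytes, 5963 of 15001 tested genes were changed at an adjusted p of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 3419 were higher in PL spermatocytes and 2544 were higher in In/B spermatogonia. With the threshold of 0.05 from the methods, 6803 genes were called, 3908 higher in PL and 2895 higher in In/B. Testing directly against a fold change of 2 moved the count at 0.01 more than the other alternatives set in advance, to 3251 genes, of which 2083 were higher in PL. With each library left out in turn, the count at 0.01 stayed between 5157 and 5763. Among called genes with a mean of at least 10 library-scaled counts (CPM) and no overlap between the libraries of the groups, the largest rise was that of Rad51ap2 (chromosome 12, 11462885 to 11469734 in mm9), from 1.73 ± 0.392 to 148 ± 54.6 normalized CPM (SD, n = 3). Its log2 fold change was 6.45 (standard error 0.37, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oit3 on chromosome 10 rose by 6.39 and Tap2 on chromosome 17 by 6.21 on the log2 scale. The largest fall was that of Plk5 (chromosome 10, 79819204 to 79828234), from 36.6 ± 4.58 to 0.698 ± 0.328 CPM (SD, n = 3). This is a log2 fold change of -5.63 (standard error 0.34, adjusted p = 1.1e-05 from the same edgeR test). For Cpne2 and Tshz3 it was -5.16 and -4.77.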

Immediately before meiotic entry, we observed the highest numbers of mRNA abundance changes between In/B spermatogonia and preleptotene spermatocytes (3349 DEGs, 2133 higher in In/B, 1216 higher in PL, Table S1), which grouped into six DEG clusters (Fig. 1N, Table S5). 

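Gene lists were written by name family before the counts were seen, since the Gene Ontology terms were not used here. Of 79 tested genes for cytosolic ribosomal proteins, 73 were lower in PL spermatocytes than in In/B spermatogonia, with a median log2 fold change of -0.95. The list stood apart from the other genes (adjusted p = 1.12e-09 from edgeR's camera test), and 37 of its genes were called lower, 37 also when adjusted over the list alone. Among genes called lower, the ribosomal list was over-represented 2.33-fold (adjusted p = 2.16e-07 from a one-sided Fisher's exact test). Initiation and elongation factors had a median log2 fold change of -0.71, with 33 of 40 lower and 13 called (adjusted p = 1.88e-04 from camera), but their over-representation of 1.62-fold did not pass the threshold (adjusted p = 0.096 from Fisher's exact test). Of 95 axoneme and flagellum genes, 90 were higher in PL spermatocytes, with a median log2 fold change of 2.92 and 80 called higher (adjusted p = 1.39e-12 from camera). Genes of the spermatid nucleus and acrosome had a median log2 fold change of 2.30, and 28 of 34 were higher (adjusted p = 3.48e-05 from camera). Adjusted over each list alone, 14 initiation and elongation factors, 81 axoneme genes and 26 spermatid genes were called in either direction. These list calls also passed under the rotation test fry, and none passed when camera estimated the correlation between genes, where the smallest adjusted p over the lists was 0.197. Of the 10 ways to split the 6 libraries into groups of 3, 6 gave a camera p as small for the axoneme list and 4 for the ribosomal list whereas the real split alone gave genes called as changed.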

Biological pathways corresponding to translation control and a variety of biosynthetic pathways were over-represented among genes whose mRNA levels decreased upon meiotic initiation, whereas there was increased mRNA abundance for genes involved in spermiogenesis and sperm function (Fig. 1O, Table S5).

### RA-deficient spermatogonia both entered and completed meiosis *in vivo*

These transcriptome data revealed that: (1) activation of the gene expression program for many meiotic genes occurred during spermatogonial differentiation well before meiotic initiation; and (2) levels of many meiotic mRNAs were not significantly altered during preleptonema, when the second round of RA signaling presumably occurs (Endo et al., 2017; Hogarth et al., 2014). 

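Of the 22 meiotic genes shown in Fig. 6A, 20 were already at a mean of at least 10 CPM in In/B spermatogonia, as were 33 of 52 further genes of meiotic prophase. Earlier spermatogonia were not analysed here. From In/B to PL, 18 of the 22 genes were called higher at an adjusted p below 0.05, with a median log2 fold change of 2.22 over the 22. Of the 4 genes not called, Meioc (chromosome 11, 102525030 to 102543551) had 451 ± 199 and 489 ± 45.5 CPM (SD, n = 3). Its log2 fold change of 0.16 was within its standard error of 0.30 (adjusted p = 0.655 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.17 without In/B replicate 1. Mei4 was lower in PL by less than the threshold, with a log2 fold change of -0.47 (standard error 0.21, adjusted p = 0.0767 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ythdc2 and Mei1 had log2 fold changes of 0.67 and 0.67, with adjusted p of 0.0158 and 0.0168 from edgeR's quasi-likelihood test, and neither reached a fold change of 2. The adjusted p of both was above 0.05 in 1 of the 6 fits that each left out a library. Of 48 further prophase genes tested, 18 were not called changed, 23 were called higher and 7 lower. In 8 of the 48, the adjusted p of edgeR's quasi-likelihood test was not below 0.05. Genes not called thus include some with smaller changes, and 20 of the 22 panel genes had an adjusted p below 0.05 from the same edgeR test. The paper describes many meiotic mRNAs as without significant alteration in preleptonema, whereas most panel and further prophase genes tested here changed. It sets those mRNAs beside the rise of meiotic mRNAs at the In/B stage in its earlier comparison (Fig. 1M). From both it concludes that many meiotic genes are active before meiotic initiation.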

As the requirement for RA in male meiotic initiation has not been definitively tested, we modified the synchronization protocol into a loss-of-function approach to generate ‘RA-deficient’ testes by continuously blocking RA synthesis with WIN 18,446 after inducing differentiation at P11 (Fig. 2A). Loss of RA signaling *in vivo* at the time of meiotic initiation was confirmed in these testes using multiple approaches. First, RA-induced mRNAs (e.g. *Stra8* and *Rec8*; Koubova et al., 2014; Oulad-Abdelghani et al., 1996; Zhou et al., 2008) were not upregulated in preleptotene spermatocytes from WIN 18,446-treated mice, whereas those for the RA-independent meiotic strand exchange factor *Dmc1* were significantly elevated (Fig. S2A). Second, STRA8 protein was also undetectable, whereas SYCP3 was elevated in both RA-deficient and -sufficient testes (Fig. S2B). Third, morphologically normal STRA8^−^ preleptotene spermatocytes were formed in RA-deficient testes at P19 (Fig. 2B,C), on the same day as in control ‘RA-sufficient’ testes (Fig. 1F). Fourth, there were no KIT^+^ spermatogonia (indicating absence of RA-induced differentiation) from P19 to P23 (Fig. S3A-E). The expression of meiotic genes such as *Dmc1* and *Sycp3*, and formation of preleptotene spermatocytes in RA-deficient testes suggested onset of meiotic initiation was not reliant upon the signal provided by RA.

**Fig. 2.**
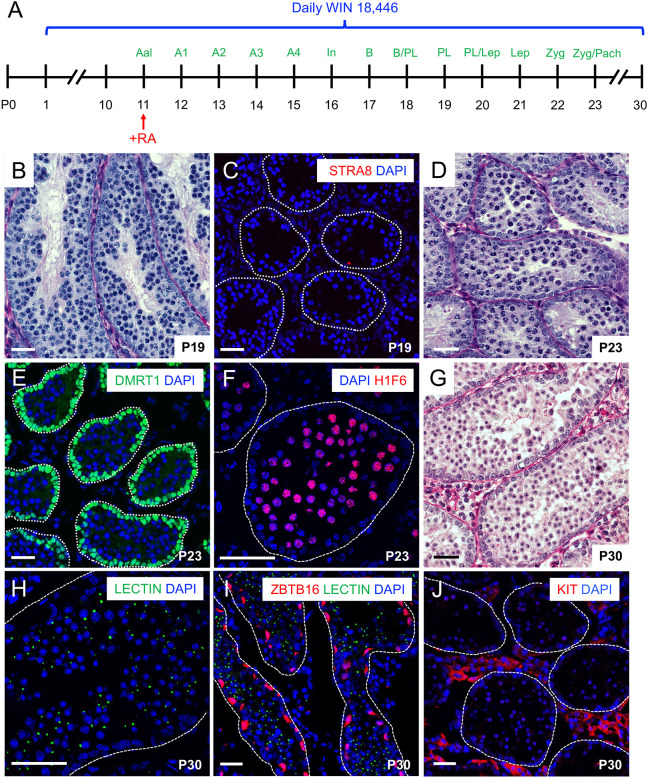
**Male germ cells initiate and complete meiosis in the absence of RA *in vivo*.** (A) Synchronization timeline for a single injection of 10 µl of exogenous RA (10 µg/µl) in DMSO (to induce differentiation) and continuous daily treatment with 100 µg/g WIN 18,446 to generate RA-deficient testes. (B-J) Testis sections from mice with RA-deficient spermatogenesis are shown, with ages indicated on each image. Sections in B, D and G were stained with periodic acid-Schiff. In C,E,F,H-J, sections were immunostained for the indicated germ cell fate markers (colors indicated on each image) or with lectin to mark spermatid acrosomes (in H,I); nuclei were counterstained with DAPI (blue). Tubules are outlined. Scale bars: 40 µm. Each experiment was repeated thrice and *n*≥4 mice were used for each experiment.

We next assessed meiotic progression in RA-deficient testes and found morphologically normal DMRT1^−^/H1F6^+^ zygotene/pachytene spermatocytes appeared by P23 (Fig. 2D-F) and round spermatids appeared on P30 (Fig. 2G-J), as seen in RA-sufficient testes (Fig. S1A-E). In stark contrast to control RA-sufficient testes that contained the next generation of KIT^+^ differentiating spermatogonia (Fig. S4), RA-deficient testes at P30 contained only two discrete populations of germ cells – lectin^+^ round spermatids and undifferentiated ZBTB16^+^/KIT^−^ spermatogonia (Fig. 2I,J). Importantly, spermatocytes from any potential subsequent waves of differentiation were never observed. These results provide further evidence that continuous WIN 18,446 treatment effectively blocked RA synthesis and thus further spermatogonial differentiation *in vivo*.

We next determined whether spermatogenic cells that apparently entered and completed meiosis in RA-deficient testes *in vivo* faithfully completed landmark cytological processes of meiosis. We first used flow cytometry to examine changes in DNA content. Single cell suspensions were generated from RA-sufficient and -deficient testes at P23 and P30, and an aliquot was incubated with Trypan Blue, which is excluded from live cells (Strober, 2015). Counts were performed using a hemocytometer and simply recorded and calculated. Cells were 89-92% viable.

During preleptonema, 2N/2C spermatocytes replicate their DNA, becoming 2N/4C. At the end of meiosis I, 2N/4C diplotene spermatocytes divide twice, successively forming two 2N/2C secondary spermatocytes and four 1N/1C round spermatids. As expected, RA-sufficient testes from P23 mice contained 2C and 4C cells (somatic cells/spermatogonia and zygotene/pachytene spermatocytes, respectively), whereas those from P30 mice contained 1C, 2C and 4C cells (round spermatids, somatic cells+spermatogonia and spermatocytes from subsequent waves of differentiation, respectively) (Fig. 3A, Fig. S5). Testes from RA-deficient mice at P23 also contained 2C and 4C cells (Fig. 3B, Fig. S5), revealing zygotene/pachytene spermatocytes indeed replicated their DNA. By P30, testes from RA-deficient mice contained 1C and 2C cells, revealing the initial synchronized cohort of germ cells completed meiosis as haploid (1C) round spermatids (Fig. 3B, Fig. S5) in the absence of RA. Importantly, in contrast to RA-sufficient testes, P30 RA-deficient testes did not contain 4C spermatocytes, further confirming inhibition of RA signaling in these mice (Fig. 3B, Fig. S5). We next assessed whether spermatocytes in RA-deficient testes successfully completed key events during leptonema, zygonema and pachynema of the first meiotic prophase. Immunostaining for established markers of chromosome synapsis (SYCP3) and double-stranded break formation (γH2AX) revealed that spermatocytes in RA-sufficient testes (Fig. 3C-E) resembled those produced in RA-deficient testes (Fig. 3F-H). Likewise, meiotic chromosome spreads from RA-deficient testes from P19 to P23 demonstrated normal-appearing SYCP3^+^ synaptonemal complexes after P20, and γH2AX^+^ double-stranded breaks and XY, or sex body, localization as early as P21 (Fig. 3I-K).

**Fig. 3.**
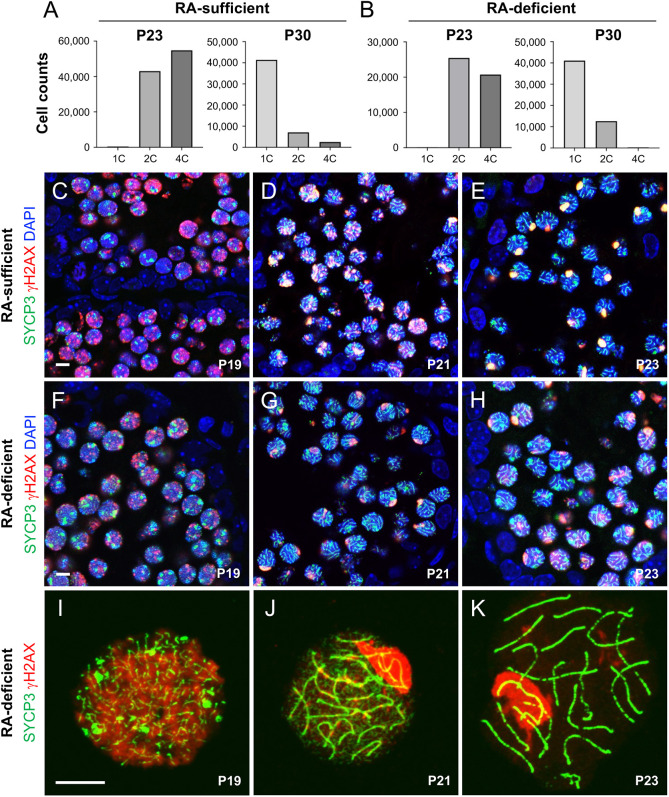
**Landmark cytological events of meiosis are faithfully completed in the absence of RA *in vivo*.** (A,B) DNA content was assessed by flow cytometry in RA-sufficient (A) and RA-deficient (B) testes from mice at P23 and P30. At P23, testes from both groups contained 2C and abundant 4C cells, indicating spermatocytes had indeed replicated their DNA in the absence of RA. At P30, testes from both groups contained abundant 1C and 2C cells, indicating haploid spermatids were indeed formed in the absence of RA. In addition, RA-sufficient P30 testes contained the next generation of 4C spermatocytes, whereas those from RA-deficient mice did not. (C-H) Testes containing spermatocytes from RA-sufficient (C-E) and RA-deficient (F-H) mice at the ages indicated on each image exhibited similarly normal γH2AX (red) and SYCP3 (green) localization patterns, and DAPI-labeled nuclei (in blue). (I-K) Meiotic chromosome spreads from RA-deficient testes had normal immunostaining patterns for γH2AX (red) and SYCP3 (green). Scale bars: 10 µm. Each experiment was repeated thrice and *n*≥4 mice were used for each experiment.

The current model for male germ cell meiosis postulates that initiation is triggered by rising RA levels, which occur in the normal testis at stages VII-VIII of the seminiferous epithelium (Endo et al., 2015; Hogarth et al., 2014). To test this model, we employed a gain-of-function approach by injecting RA into mice with synchronized spermatogenesis whose testes contained KIT^+^ spermatogonia near the middle and at late stages of differentiation (Fig. 4A-B′). We predicted that if these differentiating spermatogonia were both responsive to and awaiting the signal provided by RA, then they should activate STRA8 and precociously enter meiosis. Differentiating spermatogonia at P14 (A_3_) and P16 (In/B) were indeed RA responsive, as evidenced by activation of STRA8 in response to exogenous RA (100 µg), as expected (Fig. 4C versus 4F,I). By P19, testes from mice that were given vehicle or the second pulse of RA (at P14 or P16, respectively) all contained STRA8^+^ preleptotene spermatocytes, revealing that the timing of meiotic initiation was not advanced, and thus RA was not a limiting factor for the initiation of meiosis spermatogonia at mid (A_3_, Fig. 4G,H) and late (In/B, Fig. 4J,K) stages of differentiation.

**Fig. 4.**
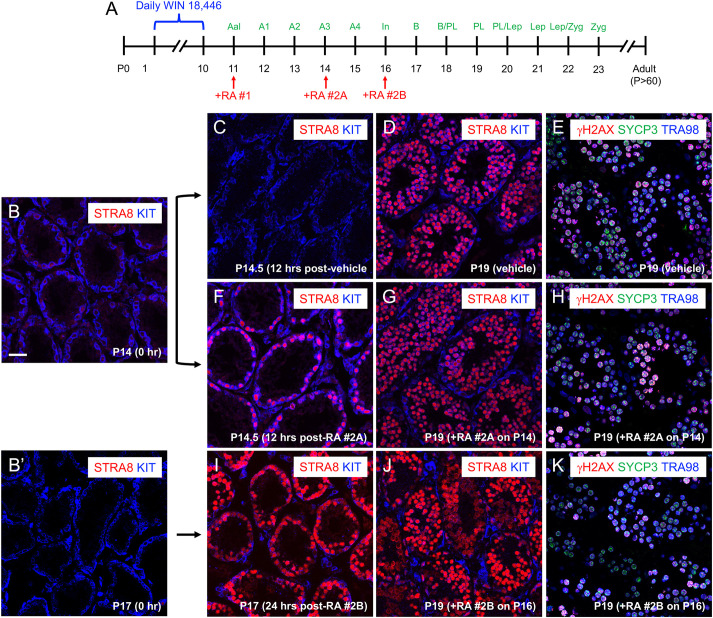
**Precocious RA does not advance the timing of meiotic initiation.** (A) Spermatogenesis was synchronized on this timeline, and a dose of 10 µl of exogenous RA (10 µg/µl) in DMSO was injected to all mice on P11 to induce spermatogonia differentiation (+RA #1). Groups of mice then received either vehicle or a second dose of RA at P14 (+RA #2A, A_3_ spermatogonia) or P16 (+RA #2B, In spermatogonia). (B-K) Immunostaining for protein markers (color coding provided on each image) on testis sections from mice that received only RA #1 (C-E), RA #1 plus RA #2A (F-H) or RA #1 plus RA #2B (I-K). (B,B′) Immunostaining before any treatments. Scale bar: 25 µm. Each experiment was repeated thrice and *n*≥4 mice were used for each experiment.

### RA was dispensable for spermatogonia differentiation and meiotic initiation *in vitro*

We next sought to verify these *in vivo* results by examining meiotic initiation and progression *in vitro*, where RA levels are readily manipulable. Testis single cell suspensions, in which tubule architecture was disrupted (Fig. 5A), were isolated 5 days after *in vivo* RA-induced differentiation, when differentiating (In/B) spermatogonia were the most advanced germ cell type (Fig. 5B). Cultures were maintained in serum-free media lacking retinoids and were harvested on successive days for immunostaining with established fate markers of spermatogonia (DMRT1^+^/TRA98^+^) and meiosis progression (DMRT1^−^/SYCP3^+^). At P16 (day 0 of culture), 99.3% of TRA98^+^/DMRT1^+^/SYCP3^−^ germ cells in single cell suspensions were spermatogonia (Fig. 5C-D′), while somatic Sertoli cells were TRA98^−^/DMRT1^+^/SYCP3^−^ (Lei et al., 2007). By P19 (3 days in culture), only 23.6% were spermatogonia, and 75.2% had become preleptotene spermatocytes, as expected (Fig. 5C,E,E′). On P20 (4 days in culture), 45.5% were in preleptonema and 40.1% were in leptonema (Fig. 5C,F,F′). On P21 (5 days in culture), 21.8% were in leptonema and 51.6% were in zygonema (Fig. 5C,G,G′). On P22 (6 days in culture), 79.0% were in zygonema/pachynema (Fig. 5C,H,H′). Collectively, male germ cells were able to enter and progress through meiosis in serum-free media lacking retinoids.

**Fig. 5.**
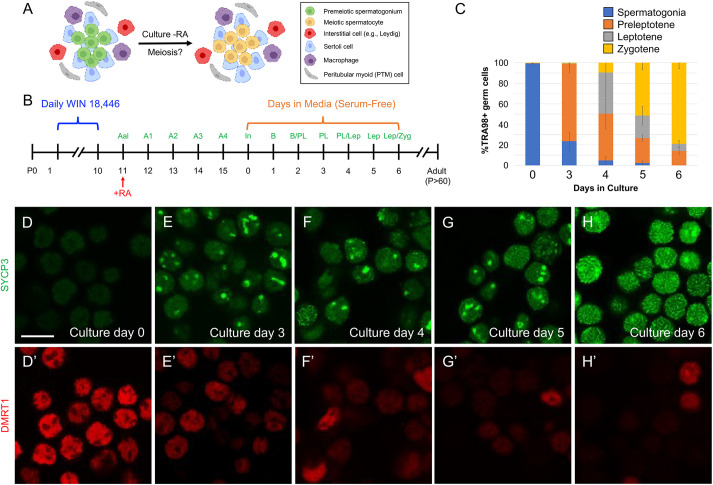
**Spermatogonia complete differentiation and initiate meiosis in retinoid-free media *in vitro*.** (A,B) Mice with synchronized spermatogenesis were given a single injection of RA on P11 and euthanized on P16. Single cell testis suspensions were maintained in serum-free media for 6 days. Cultures were harvested 12 h after plating (day 0) and then on subsequent days. (C) Quantitation of the identity of TRA98^+^ germ cells based on characteristic localization patterns of SYCP3 and DMRT1. (D-H′) Immunostaining was carried out on fixed cells using antibodies against SYCP3 (green) and DMRT1 (red). The day of culture is indicated on each image. Scale bar: 25 µm. Each experiment was repeated thrice and *n*≥4 mice were used for each experiment.

### The meiotic gene expression program was largely unaltered in RA-deficient testes

A role has been proposed for RA in regulating STRA8-mediated gene expression changes that are crucial for meiotic initiation (Kojima et al., 2019; Gewiss et al., 2021). However, STRA8 is not strictly required for meiotic initiation (Baltus et al., 2006; Mark et al., 2008); our data presented here reveal that, after a single transient dose of RA to induce differentiation, male germ cells initiated and completed meiosis ∼8 days later in the absence of RA. We therefore examined, during meiotic initiation in preleptonema with and without RA (±RA), germ cell transcriptomes to gauge the requirement for RA in setting the meiotic gene expression program. 

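A further group of 3 libraries held PL spermatocytes at P19 from RA-deficient testes, in which WIN was given again each day after the RA injection at P11 so that no further RA was made. Totals per RA-deficient library lay between 25048240 and 27042274 counts (median 26889781), above the medians of the other groups. In spite of these totals, 15289, 14769 and 15327 genes had a count, against 16758 to 18434 in the other 6 libraries. The groups were compared in pairs, with 3 libraries against 3 in each fit, at an absolute log2 fold change above 1 and an adjusted p below 0.05. The tests covered 14877 genes for RA-deficient PL against In/B and 15352 for RA-deficient against RA-sufficient PL. Libraries of a group were not equally close. In RA-deficient PL, replicates 1 and 2 resembled each other, and replicate 3 stood apart. Projected on the axis from In/B (0) to RA-sufficient PL (1) over the genes changed between them, the RA-deficient replicates lay at 0.23, 0.21 and 0.62. Their mean position was 0.354 ± 0.227 (0.223 without replicate 3), against 0.960 ± 0.0629 for RA-sufficient PL (SD, n = 3; exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 allow). On simulated counts with 200 genes changed by a log2 fold change of 2, 197 were recovered for RA-sufficient PL against In/B, 188 for RA-deficient PL against In/B and 153 for RA-deficient against RA-sufficient PL. Differences between the PL groups were thus recovered least often.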

Transcriptomes of In/B differentiating spermatogonia (EGFP^bright^) and meiotic preleptotene spermatocytes (EGFP^dim^) were identified by RNA-seq using *Uchl1-*EGFP mice with synchronized spermatogenesis as germ cells transitioned ±RA from mitosis to meiosis. As expected, there were dramatic changes (largely increases) in the abundance of numerous key meiotic mRNAs, as RA-sufficient differentiating spermatogonia initiated meiosis as preleptotene spermatocytes (Fig. 6A). However, in preleptotene spermatocytes from RA-deficient versus RA-sufficient testes, these mRNAs exhibited minimal differences in their abundance (Fig. 6A).

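Of the 22 genes of the panel, 21 had a positive log2 fold change from In/B spermatogonia to RA-sufficient PL spermatocytes, with a median of 2.22. The number called higher was 18, and it was 18 also when adjusted over the list alone, which is not independent evidence because the study chose the panel. As a list the panel rose more than other genes (adjusted p = 2.7e-11 from edgeR's camera test, fry 0.00226, estimated correlation 0.365). Terb1 (chromosome 8, 106970619 to 107033810) rose from 10.3 ± 1.08 to 193 ± 42.9 CPM (SD, n = 3). The log2 fold change was 4.27 (standard error 0.20, adjusted p = 1.03e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Spo11 (chromosome 2, 172803201 to 172819077), which encodes the enzyme that makes meiotic double-strand breaks, rose from 7.04 ± 1.82 to 94.5 ± 43.9 CPM (SD, n = 3). This was a log2 fold change of 3.79 (standard error 0.40, adjusted p = 8.39e-05 from the same edgeR test). Dmc1 on chromosome 15 rose by 2.84, Sycp3 on chromosome 10 by 2.48 and Prdm9 on chromosome 17 by 2.44 on the log2 scale. The 4 genes not called were those that changed by less than a fold of 2, and Mei4 alone had a negative value. With each library left out in turn, the panel's median stayed between 2.09 and 2.30.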

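In RA-deficient against RA-sufficient PL spermatocytes, the median log2 fold change of the panel was 0.20, with 16 of 22 genes positive. With library size only in place of TMM scaling, the median was 0.0138. The median absolute log2 fold change of the panel was 0.23, near its median standard error of 0.21, while that of all tested genes was 0.62. Mei1 (chromosome 15, 81900426 to 81957244) was the only panel gene called, at 563 ± 118 CPM without RA and 170 ± 41.3 with RA (SD, n = 3). It was higher in RA-deficient cells, with a log2 fold change of 1.69 (standard error 0.24, adjusted p = 0.00412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Meioc and Majin were also higher, by 0.66 and 0.67 on the log2 scale, with adjusted p of 0.0158 and 0.0326 from edgeR's quasi-likelihood test. Leaving out single libraries raised the adjusted p to at most 0.0623 for Meioc and 0.116 for Majin. Dmc1 had a log2 fold change of -0.14 (standard error 0.26, adjusted p = 0.727 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sycp3 one of 0.21 (standard error 0.16, adjusted p = 0.379). That of Dmc1 was 0.0522 without RA-sufficient replicate 3. Spo11 was lower by an amount equal to its error, at 62.3 ± 55.7 CPM without RA (SD, n = 3), but this rested on RA-deficient replicate 3. Without that library Spo11 and Hspa2 were called lower (log2 fold changes of -1.67 and -1.09), and Mybl1 was lower by 0.56 on the log2 scale, with adjusted p of 0.0155, 0.0107 and 0.00954 from edgeR's quasi-likelihood test. As a list the panel did not pass the threshold (adjusted p = 0.0527 from camera). It did pass in 4 of the 6 fits that left out a library (adjusted p from 0.0141 to 0.0253 from camera), and its median was 0.30 without RA-deficient replicate 2, -0.01 without replicate 3 and 0.0172 without RA-sufficient replicate 1. Adjusted over the list alone, 3 of its genes had an adjusted p below 0.05.

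**Figure D1:**
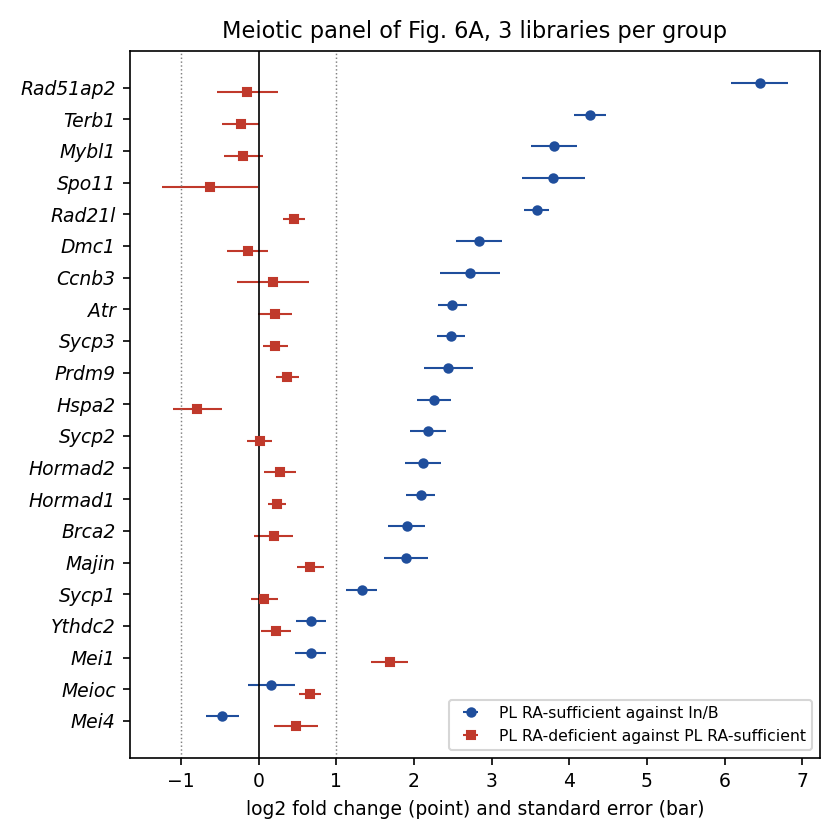
Log2 fold change (points) and standard error (bars) of 21 of the 22 panel genes, in RA-sufficient PL against In/B (circles) and in RA-deficient against RA-sufficient PL (squares), 3 libraries per group. Dotted lines mark a fold change of 2, and the squares lie between -0.79 and 1.69 while 17 circles lie above 1.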

**Fig. 6.**
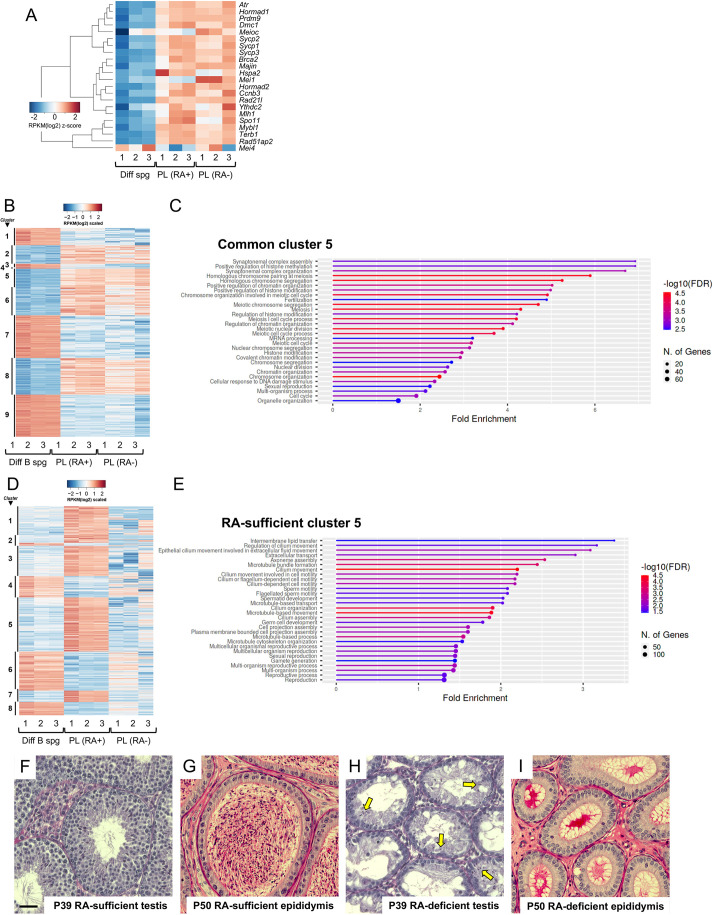
**Gene expression changes in RA-deficient germ cells reveal a requirement for the second pulse of RA in completion of spermiogenesis.** (A) Heatmap showing log-normalized mRNA abundance for a panel of meiotic genes in the noted samples (Diff spg, In/B spermatogonia, P17; PL, preleptotene spermatocytes, P19; RA+, RA sufficient; RA−, RA deficient) according to the scale. (B) Heatmap showing scaled mRNA abundance of significantly differentially expressed genes between differentiating B spermatogonia and preleptotene spermatocytes from both RA-sufficient and RA-deficient testes. Abundance is indicated according to the color scale and unsupervised gene clusters are shown on the left. (C) Lollipop plot indicates the Gene Ontology Enrichment Analysis of genes from cluster 5 in B. (D) Heatmap showing scaled mRNA abundance of significantly differentially expressed genes between differentiating B spermatogonia and preleptotene spermatocytes from both RA-sufficient and RA-deficient testes. Abundance is indicated according to the color scale and unsupervised gene clusters are shown on the left. (E) Lollipop plot indicates the Gene Ontology Enrichment Analysis of genes from cluster 5 in D. (F-I) Periodic acid-Schiff stained sections from RA-sufficient (F,G) or RA-deficient (H,I) testis and epididymis, with ages indicated. Yellow arrows (in H) indicate the remaining undifferentiated spermatogonia. Scale bar: 50 µm.

We next assessed other genes with mRNA levels that were also unchanged in the absence of RA. 

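Against In/B spermatogonia, 3446 genes were called in RA-deficient PL spermatocytes, 1693 higher and 1753 lower. Of these, 2283 were called in the same direction in RA-sufficient PL, 1118 higher and 1165 lower in both, and 39 were called in opposite directions. Testing against a fold change of 2 gave 795 shared genes, the adjusted p alone gave 4022 and DESeq2 gave 2600. Among the genes higher in both, the median log2 fold change was 1.95 with RA and 1.99 without RA. As these genes were selected for a call in both comparisons, close medians are partly built in. Over the 14404 genes tested in both comparisons, the log2 fold changes had a Pearson r of 0.614 across genes, which are not independent replicates, and 76.4% had the same sign. Both comparisons use the same In/B libraries, whose chance values alone make them agree. In 20 simulations with all 9 libraries drawn from the same means, r was 0.250 on average and 0.285 at most, 60.3% of genes had the same sign on average, and at most 1 gene was called in both. Of the 2283 shared genes, 174 also differed between the PL groups by the same criteria. After Rad51ap2, the largest rise without RA was that of Celf6 (chromosome 9, 59425724 to 59455099), from 0.31 ± 0.122 to 23.6 ± 12.4 CPM against 14.9 ± 3.41 with RA (SD, n = 3). Its log2 fold change was 6.37 without RA (standard error 0.55, adjusted p = 1.54e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.63 with RA. Pparg followed with a rise of 5.58 on the log2 scale, and the largest falls without RA were those of Ntrk3, Pde1b and Aif1l, with log2 fold changes of -5.83, -5.60 and -5.24. That of Aif1l was -9.17 without RA-deficient replicate 1 and -4.69 without replicate 2, so its place among the falls rests on single libraries.

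**Figure D2:**
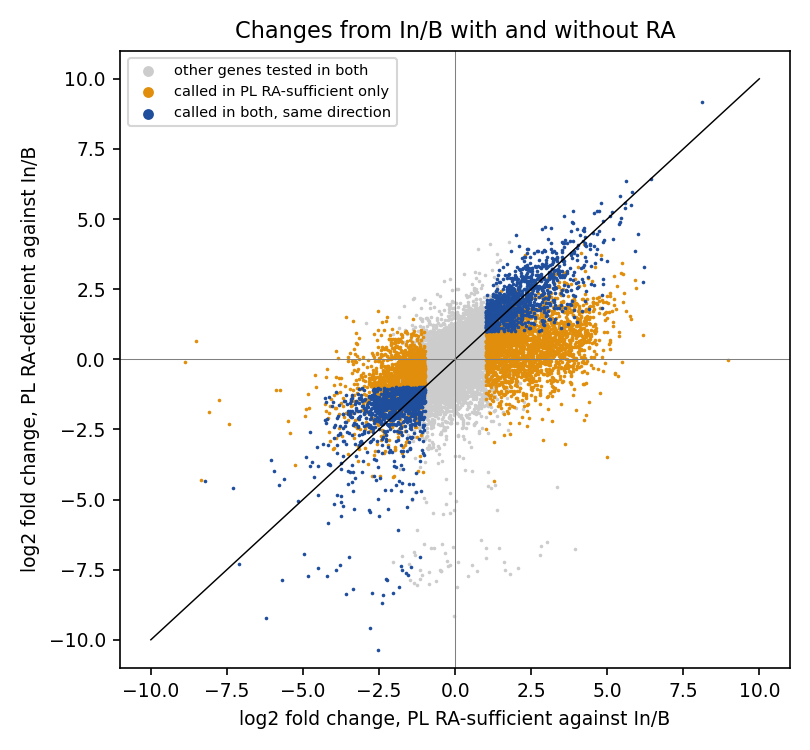
Log2 fold change against In/B of each gene tested in both comparisons, in RA-sufficient PL (horizontal axis) and RA-deficient PL (vertical axis), with the diagonal drawn as a line. The 2283 genes called in the same direction lie in the upper right and lower left, and genes called with RA only lie closer to the horizontal axis.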

The abundance of 2497 mRNAs changed similarly when comparing In/B differentiating spermatogonia and preleptotene spermatocytes from either RA-sufficient or RA-deficient testes (Fig. 6B, Table S6). In agreement with our targeted analysis (Fig. 6B), genes in ‘common cluster 5′, which had significantly elevated mRNA levels in both (±RA) preleptotene spermatocyte groups, exhibited significant over-representation of genes associated with meiosis GO terms (Fig. 6C, Table S7). These data reinforce our observations, based on cellular morphology and expression of established markers of germ cell identity, that male germ cells similarly initiated meiosis in both RA-sufficient and -deficient testes.

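Of the 1118 genes raised in both PL groups, 18 belonged to the 22 genes of the meiotic panel, which is 10.5 times the number given by the background of genes tested in both comparisons (adjusted p = 4.65e-16 from a one-sided Fisher's exact test). A further 23 of 48 meiotic prophase genes outside the panel were among them, 6.17-fold over-represented (adjusted p = 7.79e-13 from Fisher's exact test). Axoneme and flagellum genes were over-represented 1.88-fold, with 13 of 89 (adjusted p = 0.0455 from Fisher's exact test), and this call was lost with other thresholds for the genes, at 1.20-fold with an adjusted p of at most 0.01 and 1.14-fold with the adjusted p alone. With 3 of 30 genes, the spermatid list did not stand out (adjusted p = 0.775 from Fisher's exact test). In RA-deficient PL against In/B, all 22 panel genes had a positive log2 fold change, with a median of 2.59, and 20 were called higher, 20 also when adjusted over the list alone (camera adjusted p = 1.31e-27 and fry 0.00226). The 17 leptotene and zygotene genes, 16 of which are in another list, had medians of 2.80 without RA and 2.48 with RA. The paper states that its shared changes strengthen what it had observed from cell morphology and markers of germ cell identity, a similar start of meiosis with and without RA.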

### Male germ cells in RA-deficient testes failed to complete spermiogenesis and produce sperm

To elucidate the biological role of RA at the time of meiotic initiation, we identified the 4768 genes with significantly differential mRNA abundance in RA-sufficient preleptotene spermatocytes versus differentiating In/B spermatogonia that were significantly changed in RA-deficient preleptotene spermatocytes (Table S6). 

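Of the 6803 genes called in RA-sufficient PL against In/B, 4481 were not called in RA-deficient PL, 2760 higher and 1721 lower in RA-sufficient PL. The count lay between 4320 and 4964 when each library was left out in turn. Not being called without RA is not in itself a difference between the PL groups. Of the 4481 genes, 494 had too few counts for a test in RA-deficient PL, and 467 had an adjusted p below 0.05 there from edgeR's quasi-likelihood test with a smaller fold change. Of the 3987 that were tested, 3156 (79.2%) changed in the same direction without RA. Both comparisons use the same In/B libraries, and the share that this alone would give was not computed for these selected genes. No conclusion is drawn from the 79.2%. A direct test of RA-deficient against RA-sufficient PL called 1486 of the 4481 genes (33.2%). Of these, 1109 were genes higher in RA-sufficient PL than in In/B. For the genes higher with RA only, the median log2 fold change was 2.33 with RA and 0.56 without RA. Selecting genes called with RA and not without it favours such a gap. In total 2383 genes differed between the PL groups, 687 higher and 1696 lower without RA. This count rested on single libraries, at 4484 without RA-deficient replicate 3 and 1190 without RA-sufficient replicate 2. The largest rises without RA were those of Crip2 (log2 fold change 3.19), Rspo4 (3.09) and Mtss1l (3.07), and the call of Crip2 was lost without RA-sufficient replicate 2 or replicate 3. Of these, Rspo4 (chromosome 2, 151668663 to 151700404) had 37.3 ± 4.75 CPM without RA and 4.29 ± 1.12 with RA (SD, n = 3), with an adjusted p of 0.00109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene 8030411F24Rik had no count without RA, against 52.3, 32.6 and 42.4 CPM in the RA-sufficient libraries. Oit3 and Tmem255a had log2 fold changes of -8.76 and -8.66. Each value rested on the only RA-deficient library with a count, and was -12.57 for Oit3 without replicate 1 and -14.99 for Tmem255a without replicate 3.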

Interestingly, genes in ‘RA-sufficient cluster 5’, which were induced in RA-sufficient but not RA-deficient preleptotene spermatocytes, contained a significant over-representation of spermiogenesis genes, including those involved in cilia function, axoneme assembly, flagellar motility, spermatid development and gamete development (Fig. 6D,E, Table S8).

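Of the 89 axoneme and flagellum genes that could be called in both comparisons, 61 were raised in RA-sufficient PL only, 4.36-fold over-represented (adjusted p = 7.66e-28 from a one-sided Fisher's exact test). Spermatid nucleus and acrosome genes were over-represented 4.03-fold, with 19 of 30 (adjusted p = 1.93e-08 from Fisher's exact test), whereas 0 of 22 panel genes were in this group. Sertoli cell markers, a further list, were over-represented by a larger factor, 5.61-fold with 15 of 17 (adjusted p = 3.98e-10 from Fisher's exact test). In the direct test of RA-deficient against RA-sufficient PL, 94 of 98 axoneme genes were lower without RA, with a median log2 fold change of -2.12 (adjusted p = 9.14e-09 from camera, 0.049 from fry and 0.535 with an estimated correlation). Singly, 17 of them were called lower, and 2 when adjusted over the list alone. For 40 spermatid genes the median was -1.41 (-2.38 without RA-deficient replicate 3 and -0.85 without replicate 1), with 33 lower (adjusted p = 0.00287 from camera, 0.0315 from fry and 0.535 with an estimated correlation), and 7 were called, 5 when adjusted over the list alone. Of the 10 splits of the 6 PL libraries, 3 gave a camera p as small for the axoneme list and 4 for the spermatid list. The RA-deficient libraries were unequal. Relative to In/B, the median of the axoneme list was -0.77 and -0.66 on the log2 scale in replicates 1 and 2 and 1.68 in replicate 3, against 3.33, 2.46 and 2.20 with RA. Without RA-deficient replicate 3 the list's median difference was -3.05, and without RA-sufficient replicate 1 it was -1.54. Tekt1 (chromosome 11, 72158224 to 72175944), which encodes a protein of flagellar microtubules, had 2.12 ± 1.52 CPM without RA and 30.5 ± 12.3 with RA (SD, n = 3). Its log2 fold change was -3.90 (standard error 0.71, adjusted p = 0.00955 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rimbp3 (chromosome 16, 17208228 to 17214064) had 15.5 ± 3.44 CPM without RA and 73.4 ± 27.6 with RA (SD, n = 3), and a log2 fold change of -2.29 (adjusted p = 0.00454 from edgeR's quasi-likelihood test). For Spef1, Spag16, Ccdc40 and Acrbp it was -2.79, -2.47, -1.75 and -2.09. Catsper1 had 1.03, 1.51 and 1.23 CPM and Spaca7 0.516, 1.21 and 1.01 CPM with RA, both without a count in RA-deficient cells. Calls of Catsper1, Spaca7, Ccdc40 and Spag16 were lost in some fits that left out a library.

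**Figure D3:**
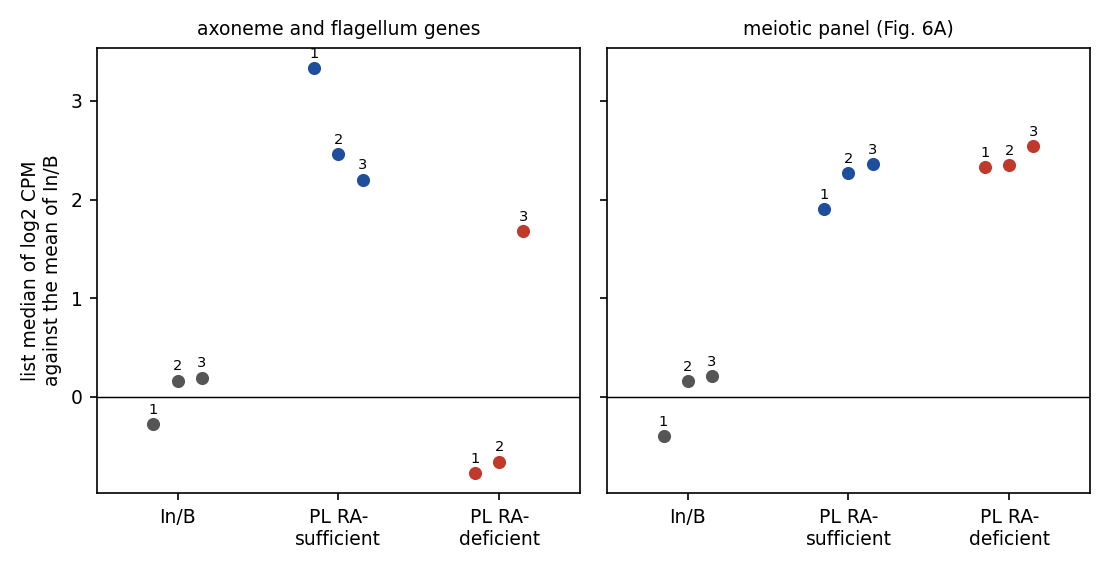
Median over the genes of a list of log2 CPM relative to the mean of In/B, for each of the 9 libraries, with the replicate number above each point. For axoneme and flagellum genes (left) RA-deficient replicates 1 and 2 lie below In/B and replicate 3 lies at 1.68, and for the meiotic panel (right) both PL groups lie above In/B.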

Owing to these significant yet rather unexpected changes in expression of spermiogenesis genes, we assessed whether spermiogenesis was successfully completed in RA-deficient testes, using the well-documented length of each phase of spermatogenesis and spermiogenesis (Leblond and Clermont, 1952a,b; Roosen-Runge, 1952; Oakberg, 1956b) as a temporal guide. As expected, P39 RA-sufficient testes contained numerous condensing spermatids (Fig. 6F), and at P50, RA-sufficient epididymides were filled with sperm (Fig. 6G). In contrast, P39 RA-deficient testes contained spermatogonia and few condensing spermatids with highly misshapen heads (Fig. 6H) and, as a consequence, RA-deficient P50 epididymides were empty, with no apparent sperm (Fig. 6I). In conclusion, the pulse of RA at meiotic initiation is required for normal completion of spermiogenesis and the formation of testicular sperm.

## DISCUSSION

The results presented here reveal the signal provided by RA is not a requisite checkpoint for meiotic initiation in the testis as previously proposed (Bowles et al., 2006; Bowles and Koopman, 2007; Griswold et al., 2012; Koubova et al., 2006; van Pelt and de Rooij, 1990). Instead, the primary role of RA in the male in terms of meiosis is to initiate the lengthy preceding program of spermatogonia differentiation. It is during this essential differentiation program that gene expression changes occur that are sufficient for the initiation of, progression through and completion of meiosis. In the absence of RA, the meiotic gene expression program was largely unaltered and male germ cells entered and completed meiosis, forming haploid spermatids that were unable to complete spermiogenesis.

It has been known for nearly 100 years that vitamin A, and thus RA, are essential for normal spermatogenesis and male fertility (Wolbach and Howe, 1925; Mason, 1933). Until recently, loss-of-function approaches to deplete testicular RA were carried out by feeding rodents a vitamin A-deficient (VAD) diet. VAD testes contained only spermatogonia and, in some studies, limited numbers of preleptotene spermatocytes (Mason, 1933; Mitranond et al., 1979; Unni et al., 1983; van Pelt et al., 1995). Animals with VAD that were re-fed vitamin A or injected with either retinol or RA recovered full spermatogenesis (Huang et al., 1990; Mason, 1933; Morales and Griswold, 1987; van Pelt and de Rooij, 1990, 1991). This resumption of spermatogenesis occurred in a synchronized fashion (van Pelt and de Rooij, 1990), and led to restoration of fertility. However, VAD often caused incomplete RA deficiency – in one study, 93% (14/15) of VAD rats had testes containing numerous meiotic spermatocytes (van Pelt and de Rooij, 1991). In more recent experimental approaches, researchers depleted RA using the potent and selective RA synthesis inhibitor WIN 18,446 (used in this study) (Arnold et al., 2015a,b). Careful analyses of WIN 18,446-treated animals revealed an initial and essential requirement for RA at spermatogonial differentiation (formation of A_1_ spermatogonia) (Hogarth et al., 2013). Therefore, as differentiation requires RA, its subsequent roles in processes such as meiosis, spermiogenesis and spermiation in males have thus far remained unexamined.

In lower organisms such as yeast, meiosis initiates downstream of a carbon substrate switch – from glucose to acetate – in response to the aptly named ‘inducer of meiosis’ (IME1; Smith et al., 1993; Mandel et al., 1994). This master regulator of meiotic initiation is recruited to meiotic gene promoters to activate their transcription. In mammals, an analogous role has been proposed for STRA8, which is activated in A_1_ differentiating spermatogonia and again in preleptotene spermatocytes by RA (Oulad-Abdelghani et al., 1996; Koubova et al., 2006; Anderson et al., 2008; Zhou et al., 2008). However, a conserved role is unlikely for three key reasons. First, STRA8 does not resemble the pioneering transcription factor IME1, as STRA8 lacks a specific binding preference for meiosis-specific gene promoters, and *Stra8* KO spermatocytes had relatively few gene-specific changes (Kojima et al., 2019). Second, although *Stra8* KO germ cells in congenic C57BL/6 mice arrest during preleptonema (Baltus et al., 2006; Anderson et al., 2008), those in a mixed genetic background progress through meiosis for up to another week, making it to zygonema and even topachynema (Mark et al., 2008). These disparate phenotypes suggest the existence of genetic modifier(s) of STRA8 in the C57Bl/6 background. As STRA8 is evolutionarily conserved in all mammals, it is difficult to conceive that it might serve as the meiotic gatekeeper only in one specific background of mice. Third, we showed here that male germ cells initiated, progressed through and completed meiosis without RA (and thus detectable STRA8) during preleptonema. However, in our treatment paradigm, male germ cells clearly expressed STRA8, albeit transiently, 8 days before meiosis, at the initiation of differentiation. This likely explains how the phenotype of germ cells in RA-deficient testes differs from that of *Stra8* KO germ cells, which arrest in both backgrounds by at least pachynema.

In rodent testes, four crucial cell transitions – spermatogonial differentiation, meiotic initiation, spermatid elongation and spermiation – are spatially adjacent and occur within seminiferous epithelium stages VII-IX (Leblond and Clermont, 1952a; Oakberg, 1956a,b). There is some evidence in the literature for the dependency of each of these transitions upon the rise in RA levels, which occurs at stages VII-VIII (Endo et al., 2017; Hogarth et al., 2014). However, these events are not similarly colocalized in testes from other species, including humans (Muciaccia et al., 2013). Based on this, it is difficult to imagine how discrete changes in RA levels would play key conserved roles in regulation of those four events in species with seminiferous epithelia lacking co-linear organization.

The fetal gonad has long been employed as a model system for studying germ cell entry into meiosis I, which occurs in the ovary but not the testis (McLaren, 1983, 1984; McLaren and Southee, 1997). In 2006, two studies reported that RA provides the ‘meiosis-inducing substance’ (MIS) in the ovary, and that its action is prevented in the testis by the catabolic enzyme CYP26B1, which serves as the ‘meiosis-preventing substance’ (MPS) (Bowles et al., 2006; Koubova et al., 2006). This conclusion was called into question in a report from the Duester laboratory in 2011 (Kumar et al., 2011), which examined meiotic initiation in fetal gonads of *Aldh1a2* and *Aldh1a2/Aldh1a3* KO mice. *Aldh1a2* and *Aldh1a3* encode two out of the three retinaldehyde dehydrogenases (excepting *Aldh1a1*), thus KO fetal gonads had greatly reduced levels of RA. However, despite this reduction in RA, *Aldh1a2/Aldh1a3* KO gonads at E13.5 (when female germ cells enter meiosis in preleptonema) contained both abundant *Stra8* mRNA and γH2AX^+^ oocytes (the latter indicating that DSBs had formed, which implies entry into meiotic prophase). Here, in RA-deficient testes, there were also no significant changes in *Stra8* mRNA levels in preleptonema (Table S6), although STRA8 protein was completely undetectable (Fig. 2C, Fig. S2B). 

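Stra8 (chromosome 6, 34870163 to 34889342 in mm9) had 279 ± 169 CPM in RA-deficient and 230 ± 186 CPM in RA-sufficient PL spermatocytes (SD, n = 3), against 121 ± 58.3 CPM in In/B spermatogonia. Between the PL groups the log2 fold change was 0.22, well within its standard error of 0.70 (adjusted p = 0.84 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of each group lay far apart. Raw counts were 9427, 9221 and 1865 in the RA-deficient libraries and 6035, 2081 and 2734 in the RA-sufficient ones. With each library left out in turn, the log2 fold change ran from -0.10 (without RA-sufficient replicate 3) to 1.18 (without RA-sufficient replicate 1), so that its direction is not settled by these libraries, and its adjusted p from edgeR's quasi-likelihood test was 0.271 or more. Against In/B, Stra8 was not called in either PL group, at log2 fold changes of 0.97 with RA (standard error 0.55, adjusted p = 0.155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.34 without RA (standard error 0.59, adjusted p = 0.113). The value with RA was 0.060 without RA-sufficient replicate 1.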

Although a pulse of RA increased both *Stra8* mRNA levels in A_diff_ spermatogonia (Table S1) and its encoded protein in both A_diff_ spermatogonia and preleptotene spermatocytes (Figs 1C, 4F,I, Table S1), *Stra8* steady-state mRNA levels in preleptotene spermatocytes appear to be RA independent.

In the fetal ovary, the differentiation of oogonia and subsequent meiotic entry of preleptotene oocytes have not been temporally isolated because they occur in rapid succession. This contrasts with the differentiation program in mouse testes, which is 8.6 days. This difference makes some sense biologically, as the mammalian female germline is not a stem cell-based system, as it is in the male, and relies on proliferation of spermatogonia to generate millions of new gametes daily. Thus, it is possible that RA serves a similar role in the ovary as in the testis: to drive commitment to a differentiation program that culminates, without a requisite second exposure to RA, in meiosis. This difference perhaps helps to explain the seemingly contradictory conclusions regarding the role of RA as the ‘meiosis-inducing substance’ (Bowles et al., 2006; Griswold et al., 2012; Koubova et al., 2006; Kumar et al., 2011; Teletin et al., 2019). As *Aldh1a2* deletion caused lethality at ∼E9.25 (Mic et al., 2002, 2003; Niederreither et al., 1999), embryos were ‘rescued’ by maternal dietary RA supplementation (Kumar et al., 2011). This RA supplementation certainly could have supported the differentiation of oogonia and – as observed here – once germ cells differentiated in response to RA, a second pulse was unnecessary for initiation of and progression through meiosis. This premise is also supported by a study using germ cell conditional KO *Aldh1a1-Aldh1a3* mice. Using these mice and treatment with WIN 18,446, it was concluded that higher RA levels are required for STRA8 activation and initiation of differentiation versus meiosis (Teletin et al., 2019). Thus, a unifying theme might be reached by changing the role of RA from ‘meiosis-inducing substance’ to germ cell ‘differentiation-inducing substance’.

As the ‘differentiation-inducing substance’, RA directs a commitment to meiosis. This commitment during spermatogonial differentiation is supported by our transcriptome analyses, which revealed that subsets of mRNAs encoding proteins with established roles in meiosis were upregulated during differentiation. This reveals that, in the days before meiotic initiation, preparations were already under way to generate the gene products necessary for the meiotic program. This meshes with recently published work from the Namekawa laboratory, which identified DNA regions specific to meiotic genes containing clusters of transcriptional enhancers (termed super-enhancers or SEs). Interestingly – and with direct relevance to the results presented here – these meiotic SEs were enriched in spermatogonia with H3K4me3 and H3K27ac (Maezawa et al., 2020). These histone modifications are characteristic of genes poised for transcription and reveal that preparation for meiosis occurs well in advance (∼8.6 days) of meiosis. The observation here that the spermatogonia that differentiated in response to RA *in vivo* initiated and proceeded through meiotic prophase in the absence of RA *in vitro*, at the same timeframe as *in vivo*, supports the existence of an intrinsic clock mechanism that preserves a set number of divisions and a rigid timeline for meiosis after RA-induced differentiation. These results highlight the pressing need to expand the study of the enigmatic and understudied differentiation program to uncover mechanisms directing mammalian germ cell commitment to meiosis.

## MATERIALS AND METHODS

### Synchronizing spermatogenesis and blocking retinoic acid (RA) synthesis *in vivo*

All procedures using mice adhered to guidelines outlined in the National Research Council Guide for the Care and Use of Laboratory Animals and were approved by the Animal Care and Use Committee at East Carolina University (approval A3469-01). *Uchl1-eGfp* mice were obtained from The Jackson Laboratory (stock 22476). *Uchl1-eGfp* mice were outcrossed with CD-1 (Charles River Laboratories, stock 022) to increase litter size and reduce dam cannibalism (Kirsanov et al., 2022). The day of birth was designated as P0. Spermatogenesis was synchronized as recently reported (Kirsanov et al., 2022). Briefly, mice were administered the RA synthesis inhibitor bis-(dichloroacetyl)-diamine/WIN 18,446 (Cayman Chemical, 14018) at 100 µg/g body weight in vehicle (dimethyl sulfoxide, DMSO). Compound was fed daily from P1 to P10 with a 24-gauge feeding needle. At P11, 10 µl of RA (10 µg/µl) in DMSO was injected subcutaneously to initiate differentiation. For RA-sufficient testes, mice were allowed to age without further compound administration. For RA-deficient testes, WIN 18,446 was administered daily until euthanasia. Mice were humanely euthanized before P7 by decapitation, and after P7 by asphyxiation in CO_2_ followed by cervical dislocation.

### Fluorescence-activated cell sorting

EGFP^+^ germ cells from *Uchl1-eGfp* mice were sorted on a Becton Dickinson AriaFusion cell sorter as described previously (Kirsanov et al., 2022). Briefly, a 100 mW 488 nm laser was used for excitation of the EGFP signal and a 530/30 bandpass filter was used for detection of the emitted fluorescence. Dead cells were removed using forward and side scatter gating, and fluorescence gating on cells excluding DAPI. Single DNA-containing cells were identified using a DRAQ5 fluorescent probe (Thermo Fisher Scientific, 62251). Doublets were removed using FSC-height versus FSC-area plots. An 85 µm nozzle was used for sorting, and the flow rate was controlled to 5000-9000 events s^−1^. Cells were recovered in sorting buffer (15% FBS+10 mM EDTA+10 mM HEPES in 1×PBS) in 5 ml polypropylene tubes (Corning LS) pre-coated with 10% BSA. Cell purity was assessed by reanalyzing a small aliquot of the sorted cells and by immunostaining both testes from treated mice and sorted cells with cell fate markers (Kirsanov et al., 2022).

### *In vitro* cell cultures and immunostaining

Single cell suspensions were prepared and cultured as described previously (Kirsanov et al., 2022). Briefly, testes were detunicated in Hanks' Balanced Salt Solution (HBSS, Thermo Fisher Scientific, 14170120) and transferred to a solution containing 4.5 ml of 0.25% trypsin (Thermo Fisher Scientific, 150065) and 0.5 ml DNase1 (7 mg/ml, Sigma-Aldrich, DN25) in HBSS at 37°C for 3 min. Another 1 ml DNase1 in HBSS was added for a 1 min incubation at 37°C. Trypsin was deactivated, uniquely here, with 1 ml charcoal-stripped fetal bovine serum (FBS, Thermo Fisher Scientific, A33821201) lacking retinoids. The cell mixture was filtered through a 40 μm sieve and centrifuged at 600 ***g***. Cell pellets were resuspended in serum-free DMEM/F12 with Glutamax (Thermo Fisher Scientific, 10565018)+1% penicillin-streptomycin (Thermo Fisher Scientific, 15070063). For *in vitro* culture, 175,000 cells were seeded into each well of a glass-bottomed 96-well dish (Cellvis P96-1.5H-N). Media were made fresh and changed daily, and cultures were maintained at 34°C in 5% CO_2_. For the gain-of-function experiments, RA was added at 1 µM final concentration.

At the end of each experiment, cells were fixed in the dish with 4% PFA for 10 min and then washed thrice with 1×PBS. Cells were permeabilized with 1×PBS+0.1% Triton X-100 and immunostaining performed as described previously (Kirsanov et al., 2022). Fluoroshield (Sigma-Aldrich, #F6057) was diluted 1:10 in 1×PBS+90% glycerol (Sigma-Aldrich, G5516) and 200 µl added to each well; images were obtained using an Olympus Fluoview FV1000 confocal laser-scanning microscope. Each experiment was repeated thrice and *n*≥4 mice were used for each experiment.

### Meiotic chromosome spreads

Meiotic chromosome spreads were prepared as described previously (Dia et al., 2017). Briefly, detunicated testes were incubated in ice-cold Hypotonic Extraction Buffer [HEB; 30 mM Tris HCl, 50 mM sucrose, 17 mM trisodium citrate dihydrate, 5 mM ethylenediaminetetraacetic acid (EDTA), 0.5 mM dithiothreitol (DTT) and 0.2 mM phenylmethylsulfonyl fluoride (PMSF) at pH 8.2] for 30-60 min. Testes were separated into 3 mm chunks that were minced in 100 mM sucrose (pH 8.2). Slides were placed in a Coplin jar containing 1% paraformaldehyde and 0.15% Triton X-100 in 1×PBS (pH 9.2) for 1 h at room temperature. Slides were dried and washed with 0.4% Photo-Flo 200 (Eastman Kodak) in 1×PBS twice for 5 min each, then with 0.4% Photo-Flo 200 in H_2_O once for 5 min. Slides were air-dried and stored at −80°C. Immunostaining was carried out using standard methods (Niedenberger and Geyer, 2018) and as described below, and images were obtained using an Olympus Fluoview FV1000 confocal laser-scanning microscope.

### Histology and indirect immunofluorescence

For histological analyses, whole testes were immersion-fixed in Bouin's solution or PFA as previously described (Niedenberger et al., 2015). For histological analyses, 5 µm Bouin's-fixed sections were stained with periodic acid-Schiff using standard methods, and images captured on an Axio Observer A1 microscope with an Axiocam 503 color digital camera and Zen software (Carl Zeiss Microscopy). Indirect immunofluorescence (IIF) was carried out on cryosections as previously described (Niedenberger and Geyer, 2018). Primary antibodies were: anti-TRA98 (1:1000, Abcam, ab82527), anti-GFRA1 (1:800, R&D Systems, AF-560), anti-KIT (1:1000, R&D Systems, AF-1356) anti-ZBTB16/PLZF (1:400, R&D Systems, AF-294), anti-H1F6 (1:500; Inselman et al., 2003), anti-DMRT1 (1:1000; Lei et al., 2007), anti-STRA8 (1:3000, Abcam, ab49602) and anti-γH2AX (1:400, Abcam, ab11174). Primary antibody was omitted in negative controls. Secondary antibodies were all diluted 1:500: Alexa Fluor donkey anti-rabbit-488 (Thermo Fisher Scientific, A21206); Alexa Fluor donkey anti-goat-488, (Thermo Fisher Scientific, A11055); Alexa Fluor donkey anti-goat-555 (Thermo Fisher Scientific, A32816); Alexa Fluor donkey anti-rat-555 (Thermo Fisher Scientific, A48270). Fluorescently conjugated anti-SYCP3 (anti-SYCP3-488, 1:200, Abcam, ab205846) and anti-lectin (lectin-488, 1:500, Thermo Fisher Scientific L32470; lectin-594, 1:500 Thermo Fisher Scientific L32471) antibodies were also used. Coverslips were mounted with Fluoroshield (Sigma-Aldrich, F6057), and images obtained using an Olympus Fluoview FV1000 confocal laser-scanning microscope (Olympus America). Each experiment was repeated thrice and *n*≥4 mice were used for each experiment.

### DNA content measurement for DNA ploidy

Aliquots of testis single cell suspensions (1×10^6^ cells/ml) were first incubated with Trypan Blue to identify percentages of dead cells (Strober, 2015). The rest of the suspension was immediately fixed in ice-cold 70% ethanol and stored at −20°C. On the day of the experiment, ethanol-suspended cells were washed twice in 1×PBS and finally resuspended in 300 µl of 20 µg/ml propidium iodide (PI)/Triton X-100 staining solution with 5 µg/ml RNase A at room temperature for 30 min. DNA content measurements were performed using a 5-laser Cytek Aurora flow cytometer equipped with a 50 mW 561 laser. For PI emission, the YG4 band pass (661/18) was used. Flow rate was set to low to achieve the best quality, which was evident from the very low coefficient of variation (CV) values of the peaks (indicating peaks were generated from cells with the same DNA content). Data were analyzed using a classical linear scale. Testicular single cell suspensions from adult wild-type CD-1 testes were used for calibration and as positive controls.

### Quantitative (q)RT-PCR

Mice with synchronized spermatogenesis were euthanized at P17 (RA-sufficient In/B spermatogonia) and at P19 (RA-sufficient or RA-deficient preleptotene spermatocytes). FACS was used to isolate 2-3×10^6^ In/B spermatogonia and 2-3×10^6^ preleptotene spermatocytes (three or four males per litter). Total RNA was isolated from three independent preparations using the GeneJet RNA purification kit (Thermo Fisher Scientific, K0702). For qRT-PCR analyses, 0.5 μg total RNA was reverse-transcribed using the iScript cDNA Synthesis Kit (Bio-Rad, 1725037). qPCR was performed using the SsoFast EvaGreen Supermix (Bio-Rad, 1725201) on the Bio-Rad CFX-384 or CFX-96 real-time PCR System. Gene expression was normalized to the average *C*_t_ values of the housekeeping gene *Actb* and expressed as 2^−Δ^*^C^*_t_. Primer sequences used were: *Stra8* forward, 5′-GAGGTCAAGGAAGAATATGC; *Stra8* reverse, 3′-CAGAGACAATAGGAAGTGTC; *Rec8* forward, 5′-CTACCTAGCTTGCTTCTTCC; *Rec8* reverse, 5′-GCCTCTAAAAGGTGTCGAA; *Dmc1* forward, 5′-CCCTCTGTGTGACAGCTCAAC; *Dmc1* reverse, 5′-GGTCAGCAATGTCCCGAAG; *Actb* forward, 5′-TCCGATGCCCTGAGGCTCTTTTC; *Actb* reverse, 5′-CTTGCTGATCCACATCTGCTGGAA.

### RNA-sequencing

FACS-isolated *Uchl1-*EGFP^+^ germ cells were used for total RNA isolation from two or three independent cell preparations using the GeneJet RNA purification kit (Thermo Fisher Scientific, K0702). Subsequently, cDNA libraries were produced from total RNA with the TruSeq Stranded mRNA kit (Illumina, 20020594) according to the manufacturer's recommendations. Libraries were sequenced with an Illumina NovaSeq6000 instrument with single-end (75 bp) chemistry to ∼30 M/sample depth. Adapter of RNA-seq reads were trimmed with cutadapt(v1.9) and reads with quality less than 20 were removed. STAR(v2.5.2b) was used to map the reads to reference mm9 with --outFilterMismatchNoverLmax 0.04. Reads were then annotated with featureCounts(v1.5.1) to gene level. DESeq2 was used to determine differentially expressed genes (DEGs) based on Log2Fold-Change >1 and an adjusted *P*-value <0.05. Separate pairwise DEG comparisons were performed (Table S1). DEGs were used to produce heatmaps with the package ‘pheatmap’ (v1.0.12) in R (v4.1.0) with genes clustered on complete linkage based on the Euclidean distance. Gene clusters in each heatmap were identified by *k*-means, and genes in individual smaller clusters further combined to generate gene lists representing the major clusters in each heatmap. Gene ontology enrichment analysis was performed with ShinyGo v0.75 with default parameters and background normalization (Ge et al., 2020) and AmiGO2 Biological pathways V2017.5 (Carbon et al., 2009).

### Statistics

Statistical differences between experimental groups were determined using one-way ANOVA and Student's *t*-test, with significance levels set at *P*<0.05. Error bars show one standard deviation.

## Supplementary Material

10.1242/develop.201638_sup1 Supplementary information Click here for additional data file.

## References

[DEV201638C1] Anderson, E. L., Baltus, A. E., Roepers-Gajadien, H. L., Hassold, T. J., De Rooij, D. G., Van Pelt, A. M. M. and Page, D. C. (2008). Stra8 and its inducer, retinoic acid, regulate meiotic initiation in both spermatogenesis and oogenesis in mice. *Proc. Natl. Acad. Sci. USA* 105, 14976-14980. 10.1073/pnas.080729710518799751PMC2542382

[DEV201638C2] Arnold, S. L. M., Kent, T., Hogarth, C. A., Griswold, M. D., Amory, J. K. and Isoherranen, N. (2015a). Pharmacological inhibition of ALDH1A in mice decreases all-trans retinoic acid concentrations in a tissue specific manner. *Biochem. Pharmacol.* 95, 177-192. 10.1016/j.bcp.2015.03.00125764981PMC4420653

[DEV201638C3] Arnold, S. L., Kent, T., Hogarth, C. A., Schlatt, S., Prasad, B., Haenisch, M., Walsh, T., Muller, C. H., Griswold, M. D., Amory, J. K. et al. (2015b). Importance of ALDH1A enzymes in determining human testicular retinoic acid concentrations. *J. Lipid Res.* 56, 342-357. 10.1194/jlr.M05471825502770PMC4306688

[DEV201638C4] Baltus, A. E., Menke, D. B., Hu, Y.-C., Goodheart, M. L., Carpenter, A. E., De Rooij, D. G. and Page, D. C. (2006). In germ cells of mouse embryonic ovaries, the decision to enter meiosis precedes premeiotic DNA replication. *Nat. Genet.* 38, 1430-1434. 10.1038/ng191917115059

[DEV201638C5] Bowles, J. and Koopman, P. (2007). Retinoic acid, meiosis and germ cell fate in mammals. *Development* 134, 3401-3411. 10.1242/dev.00110717715177

[DEV201638C6] Bowles, J., Knight, D., Smith, C., Wilhelm, D., Richman, J., Mamiya, S., Yashiro, K., Chawengsaksophak, K., Wilson, M. J., Rossant, J. et al. (2006). Retinoid signaling determines germ cell fate in mice. *Science* 312, 596-600. 10.1126/science.112569116574820

[DEV201638C7] Carbon, S., Ireland, A., Mungall, C. J., Shu, S., Marshall, B., Lewis, S., the AmiGO Hub and the Web Presence Working Group. (2009). AmiGO: online access to ontology and annotation data. *Bioinformatics* 25, 288-289. 10.1093/bioinformatics/btn61519033274PMC2639003

[DEV201638C8] Culty, M. (2013). Gonocytes, from the fifties to the present: is there a reason to change the name? *Biol. Reprod.* 89, 46. 10.1095/biolreprod.113.11054423843237

[DEV201638C9] Dia, F., Strange, T., Liang, J., Hamilton, J. and Berkowitz, K. M. (2017). Preparation of meiotic chromosome spreads from mouse spermatocytes. *J. Vis. Exp.* 129, e55378. 10.3791/55378PMC575545829286440

[DEV201638C10] Endo, T., Romer, K. A., Anderson, E. L., Baltus, A. E., De Rooij, D. G. and Page, D. C. (2015). Periodic retinoic acid-STRA8 signaling intersects with periodic germ-cell competencies to regulate spermatogenesis. *Proc. Natl. Acad. Sci. USA* 112, E2347-E2356. 10.1073/pnas.150568311225902548PMC4426408

[DEV201638C11] Endo, T., Freinkman, E., De Rooij, D. G. and Page, D. C. (2017). Periodic production of retinoic acid by meiotic and somatic cells coordinates four transitions in mouse spermatogenesis. *Proc. Natl. Acad. Sci. USA* 114, E10132-E10141. 10.1073/pnas.171083711429109271PMC5703301

[DEV201638C12] Ge, S. X., Jung, D. and Yao, R. (2020). ShinyGO: a graphical gene-set enrichment tool for animals and plants. *Bioinformatics* 36, 2628-2629. 10.1093/bioinformatics/btz93131882993PMC7178415

[DEV201638C13] Gewiss, R. L., Shelden, E. A. and Griswold, M. D. (2021). STRA8 induces transcriptional changes in germ cells during spermatogonial development. *Mol. Reprod. Dev.* 88, 128-140. 10.1002/mrd.2344833400349PMC7920925

[DEV201638C14] Griswold, M. D., Hogarth, C. A., Bowles, J. and Koopman, P. (2012). Initiating meiosis: the case for retinoic acid. *Biol. Reprod.* 86, 35. 10.1095/biolreprod.111.09661022075477PMC3290665

[DEV201638C15] Haneji, T., Maekawa, M. and Nishimune, Y. (1983). Retinoids induce differentiation of type A spermatogonia in vitro: organ culture of mouse cryptorchid testes. *J. Nutr.* 113, 1119-1123. 10.1093/jn/113.6.11196133923

[DEV201638C16] Hogarth, C. A., Evanoff, R., Mitchell, D., Kent, T., Small, C., Amory, J. K. and Griswold, M. D. (2013). Turning a spermatogenic wave into a tsunami: synchronizing murine spermatogenesis using WIN 18,446. *Biol. Reprod.* 88, 40. 10.1095/biolreprod.112.10534623284139PMC3589231

[DEV201638C17] Hogarth, C. A., Arnold, S., Kent, T., Mitchell, D., Isoherranen, N. and Griswold, M. D. (2014). Processive pulses of retinoic acid propel asynchronous and continuous murine sperm production. *Biol. Reprod.* 92, 1-11. 10.1095/biolreprod.114.126326PMC432672925519186

[DEV201638C18] Huang, H. F. S., Marshall, G. R. and Nieschlag, E. (1990). Enrichment of the stages of the seminiferous epithelium in vitamin A-replaced-vitamin A-deficient rats. *J. Reprod. Fertil.* 88, 51-60. 10.1530/jrf.0.08800512313653

[DEV201638C19] Inselman, A., Eaker, S. and Handel, M. A. (2003). Temporal expression of cell cycle-related proteins during spermatogenesis: establishing a timeline for onset of the meiotic divisions. *Cytogenet Genome Res.* 103, 277-284. 10.1159/00007681315051948

[DEV201638C20] Kirsanov, O., Johnson, T., Malachowski, T., Niedenberger, B. A., Gilbert, E. A., Bhowmick, D., Ozdinler, P. H., Gray, D. A., Fisher-Wellman, K., Hermann, B. P. et al. (2022). Modeling mammalian spermatogonial differentiation and meiotic initiation in vitro. *Development* 149, dev200713. 10.1242/dev.20071336250451PMC9845750

[DEV201638C21] Kojima, M. L., De Rooij, D. G. and Page, D. C. (2019). Amplification of a broad transcriptional program by a common factor triggers the meiotic cell cycle in mice. *eLife* 8, e43738. 10.7554/eLife.4373830810530PMC6392498

[DEV201638C22] Koubova, J., Menke, D. B., Zhou, Q., Capel, B., Griswold, M. D. and Page, D. C. (2006). Retinoic acid regulates sex-specific timing of meiotic initiation in mice. *Proc. Natl. Acad. Sci. USA* 103, 2474-2479. 10.1073/pnas.051081310316461896PMC1413806

[DEV201638C23] Koubova, J., Hu, Y.-C., Bhattacharyya, T., Soh, Y. Q. S., Gill, M. E., Goodheart, M. L., Hogarth, C. A., Griswold, M. D. and Page, D. C. (2014). Retinoic acid activates two pathways required for meiosis in mice. *PLoS Genet.* 10, e1004541. 10.1371/journal.pgen.100454125102060PMC4125102

[DEV201638C24] Kumar, S., Chatzi, C., Brade, T., Cunningham, T. J., Zhao, X. and Duester, G. (2011). Sex-specific timing of meiotic initiation is regulated by Cyp26b1 independent of retinoic acid signalling. *Nat. Commun.* 2, 151. 10.1038/ncomms113621224842PMC3034736

[DEV201638C25] Leblond, C. P. and Clermont, Y. (1952a). Definition of the stages of the cycle of the seminiferous epithelium in the rat. *Ann. N. Y. Acad. Sci.* 55, 548-573. 10.1111/j.1749-6632.1952.tb26576.x13139144

[DEV201638C26] Leblond, C. P. and Clermont, Y. (1952b). Spermiogenesis of rat, mouse, hamster and guinea pig as revealed by the periodic acid-fuchsin sulfurous acid technique. *Am. J. Anat.* 90, 167-215. 10.1002/aja.100090020214923625

[DEV201638C27] Lei, N., Hornbaker, K. I., Rice, D. A., Karpova, T., Agbor, V. A. and Heckert, L. L. (2007). Sex-specific differences in mouse DMRT1 expression are both cell type- and stage-dependent during gonad development. *Biol. Reprod.* 77, 466-475. 10.1095/biolreprod.106.05878417567962PMC2580730

[DEV201638C28] Maezawa, S., Sakashita, A., Yukawa, M., Chen, X., Takahashi, K., Alavattam, K. G., Nakata, I., Weirauch, M. T., Barski, A. and Namekawa, S. H. (2020). Super-enhancer switching drives a burst in gene expression at the mitosis-to-meiosis transition. *Nat. Struct. Mol. Biol.* 27, 978-988. 10.1038/s41594-020-0488-332895557PMC8690596

[DEV201638C29] Mandel, S., Robzyk, K. and Kassir, Y. (1994). IME1 gene encodes a transcription factor which is required to induce meiosis in Saccharomyces cerevisiae. *Dev. Genet.* 15, 139-147. 10.1002/dvg.10201502048205723

[DEV201638C30] Mark, M., Jacobs, H., Oulad-Abdelghani, M., Dennefeld, C., Féret, B., Vernet, N., Codreanu, C.-A., Chambon, P. and Ghyselinck, N. B. (2008). STRA8-deficient spermatocytes initiate, but fail to complete, meiosis and undergo premature chromosome condensation. *J. Cell Sci.* 121, 3233-3242. 10.1242/jcs.03507118799790

[DEV201638C31] Mason, K. E. (1933). Differences in testis injury and repair after vitamin A-deficiency, vitamin-E deficiency, and inanition. *Am. J. Anat.* 52, 153-239. 10.1002/aja.1000520202

[DEV201638C32] Mccarrey, J. R. (2013). Toward a more precise and informative nomenclature describing fetal and neonatal male germ cells in rodents. *Biol. Reprod.* 89, 47. 10.1095/biolreprod.113.11050223843236PMC4076367

[DEV201638C33] McLaren, A. (1983). Studies on mouse germ cells inside and outside the gonad. *J. Exp. Zool.* 228, 167-171. 10.1002/jez.14022802036663255

[DEV201638C34] McLaren, A. (1984). Meiosis and differentiation of mouse germ cells. *Symp. Soc. Exp. Biol.* 38, 7-23.6400220

[DEV201638C35] McLaren, A. and Southee, D. (1997). Entry of mouse embryonic germ cells into meiosis. *Dev. Biol.* 187, 107-113. 10.1006/dbio.1997.85849224678

[DEV201638C36] McPhillips, D. M., Kalin, J. R. and Hill, D. L. (1987). The pharmacokinetics of all-trans-retinoic acid and N-(2-hydroxyethyl)retinamide in mice as determined with a sensitive and convenient procedure. Solid-phase extraction and reverse-phase high performance liquid chromatography. *Drug Metab. Dispos.* 15, 207-211.2882980

[DEV201638C37] Mic, F. A., Haselbeck, R. J., Cuenca, A. E. and Duester, G. (2002). Novel retinoic acid generating activities in the neural tube and heart identified by conditional rescue of Raldh2 null mutant mice. *Development* 129, 2271-2282. 10.1242/dev.129.9.227111959834PMC2833017

[DEV201638C38] Mic, F. A., Molotkov, A., Benbrook, D. M. and Duester, G. (2003). Retinoid activation of retinoic acid receptor but not retinoid X receptor is sufficient to rescue lethal defect in retinoic acid synthesis. *Proc. Natl. Acad. Sci. USA* 100, 7135-7140. 10.1073/pnas.123142210012782789PMC165842

[DEV201638C39] Mitranond, V., Sobhon, P., Tosukhowong, P. and Chindaduangrat, W. (1979). Cytological changes in the testes of vitamin-A-deficient rats: I. Quantitation of germinal cells in the seminiferous tubules. *Acta Anat. (Basel)* 103, 159-168. 10.1159/000145007419926

[DEV201638C40] Morales, C. and Griswold, M. D. (1987). Retinol-induced stage synchronization in seminiferous tubules of the rat. *Endocrinology* 121, 432-434. 10.1210/endo-121-1-4323595524

[DEV201638C41] Muciaccia, B., Boitani, C., Berloco, B. P., Nudo, F., Spadetta, G., Stefanini, M., De Rooij, D. G. and Vicini, E. (2013). Novel stage classification of human spermatogenesis based on acrosome development. *Biol. Reprod.* 89, 60. 10.1095/biolreprod.113.11168223946533

[DEV201638C42] Nau, H. (1986). Species differences in pharmacokinetics and drug teratogenesis. *Environ. Health Perspect.* 70, 113-129. 10.1289/ehp.86701133104022PMC1474298

[DEV201638C43] Niedenberger, B. A. and Geyer, C. B. (2018). Advanced immunostaining approaches to study early male germ cell development. *Stem Cell Res* 27, 162-168. 10.1016/j.scr.2018.01.03129475796PMC5894494

[DEV201638C44] Niedenberger, B. A., Busada, J. T. and Geyer, C. B. (2015). Marker expression reveals heterogeneity of spermatogonia in the neonatal mouse testis. *Reproduction* 149, 329-338. 10.1530/REP-14-065325737569PMC4350003

[DEV201638C45] Niederreither, K., Subbarayan, V., Dollé, P. and Chambon, P. (1999). Embryonic retinoic acid synthesis is essential for early mouse post-implantation development. *Nat. Genet.* 21, 444-448. 10.1038/778810192400

[DEV201638C46] Oakberg, E. F. (1956a). A description of spermiogenesis in the mouse and its use in analysis of the cycle of the seminiferous epithelium and germ cell renewal. *Am. J. Anat.* 99, 391-413. 10.1002/aja.100099030313402725

[DEV201638C47] Oakberg, E. F. (1956b). Duration of spermatogenesis in the mouse and timing of stages of the cycle of the seminiferous epithelium. *Am. J. Anat.* 99, 507-516. 10.1002/aja.100099030713402729

[DEV201638C48] Oulad-Abdelghani, M., Bouillet, P., Décimo, D., Gansmuller, A., Heyberger, S., Dollé, P., Bronner, S., Lutz, Y. and Chambon, P. (1996). Characterization of a premeiotic germ cell-specific cytoplasmic protein encoded by Stra8, a novel retinoic acid-responsive gene. *J. Cell Biol.* 135, 469-477. 10.1083/jcb.135.2.4698896602PMC2121034

[DEV201638C49] Romer, K. A., De Rooij, D. G., Kojima, M. L. and Page, D. C. (2018). Isolating mitotic and meiotic germ cells from male mice by developmental synchronization, staging, and sorting. *Dev. Biol.* 443, 19-34. 10.1016/j.ydbio.2018.08.00930149006

[DEV201638C50] Roosen-Runge, E. C. (1952). Kinetics of spermatogenesis in mammals. *Ann. N. Y. Acad. Sci.* 55, 574-584. 10.1111/j.1749-6632.1952.tb26577.x13139145

[DEV201638C51] Smith, H. E., Driscoll, S. E., Sia, R. A., Yuan, H. E. and Mitchell, A. P. (1993). Genetic evidence for transcriptional activation by the yeast IME1 gene product. *Genetics* 133, 775-784. 10.1093/genetics/133.4.7758462841PMC1205399

[DEV201638C52] Strober, W. (2015). Trypan blue exclusion test of cell viability. *Curr. Protoc. Immunol.* 111, A3.B.1-a3.B.3. 10.1002/0471142735.ima03bs111PMC671653126529666

[DEV201638C53] Teletin, M., Vernet, N., Yu, J., Klopfenstein, M., Jones, J. W., Féret, B., Kane, M. A., Ghyselinck, N. B. and Mark, M. (2019). Two functionally redundant sources of retinoic acid secure spermatogonia differentiation in the seminiferous epithelium. *Development* 146, dev170225. 10.1242/dev.17022530487180PMC6340151

[DEV201638C54] Unni, E., Rao, M. R. and Ganguly, J. (1983). Histological & ultrastructural studies on the effect of vitamin A depletion & subsequent repletion with vitamin A on germ cells & Sertoli cells in rat testis. *Indian J. Exp. Biol.* 21, 180-192.6662558

[DEV201638C55] van Pelt, A. M. M. and De Rooij, D. G. (1990). Synchronization of the seminiferous epithelium after vitamin A replacement in vitamin A-deficient mice. *Biol. Reprod.* 43, 363-367. 10.1095/biolreprod43.3.3632271719

[DEV201638C56] van Pelt, A. M. M. and De Rooij, D. G. (1991). Retinoic acid is able to reinitiate spermatogenesis in vitamin A-deficient rats and high replicate doses support the full development of spermatogenic cells. *Endocrinology* 128, 697-704. 10.1210/endo-128-2-6971989855

[DEV201638C57] van Pelt, A. M. M., van Dissel-Emiliani, F. M. F., Gaemers, I. C., van der Burg, M. J. M., Tanke, H. J. and de Rooij, D. G. (1995). Characteristics of A spermatogonia and preleptotene spermatocytes in the vitamin A-deficient rat testis. *Biol. Reprod.* 53, 570-578. 10.1095/biolreprod53.3.5707578681

[DEV201638C58] Velte, E. K., Niedenberger, B. A., Serra, N. D., Singh, A., Roa-DeLaCruz, L., Hermann, B. P. and Geyer, C. B. (2019). Differential RA responsiveness directs formation of functionally-distinct spermatogonial populations at the initiation of spermatogenesis in the mouse. *Development* 146, dev173088. 10.1242/dev.17308831023878PMC6602341

[DEV201638C59] Wolbach, S. B. and Howe, P. R. (1925). Tissue changes following deprivation of fat-soluble a vitamin. *J. Exp. Med.* 42, 753-777. 10.1084/jem.42.6.75319869087PMC2131078

[DEV201638C60] Xu, H., Beasley, M. D., Warren, W. D., van der Horst, G. T. J. and Mckay, M. J. (2005). Absence of mouse REC8 cohesin promotes synapsis of sister chromatids in meiosis. *Dev. Cell* 8, 949-961. 10.1016/j.devcel.2005.03.01815935783

[DEV201638C61] Yasvoina, M. V., Genç, B., Jara, J. H., Sheets, P. L., Quinlan, K. A., Milosevic, A., Shepherd, G. M. G., Heckman, C. J. and Özdinler, P. H. (2013). eGFP expression under UCHL1 promoter genetically labels corticospinal motor neurons and a subpopulation of degeneration-resistant spinal motor neurons in an ALS mouse model. *J. Neurosci.* 33, 7890-7904. 10.1523/JNEUROSCI.2787-12.201323637180PMC3963467

[DEV201638C62] Zhou, Q., Nie, R., Li, Y., Friel, P., Mitchell, D., Hess, R. A., Small, C. and Griswold, M. D. (2008). Expression of stimulated by retinoic acid gene 8 (Stra8) in spermatogenic cells induced by retinoic acid: an in vivo study in vitamin A-sufficient postnatal murine testes. *Biol. Reprod.* 79, 35-42. 10.1095/biolreprod.107.06679518322276PMC3208264

# Supplementary material for: Retinoic acid is dispensable for meiotic initiation but required for spermiogenesis in the mammalian testis
**Source:** Development. 2023 Jul 13;150(14):dev201638. doi: 10.1242/dev.201638
**Supplement:** Supplementary information

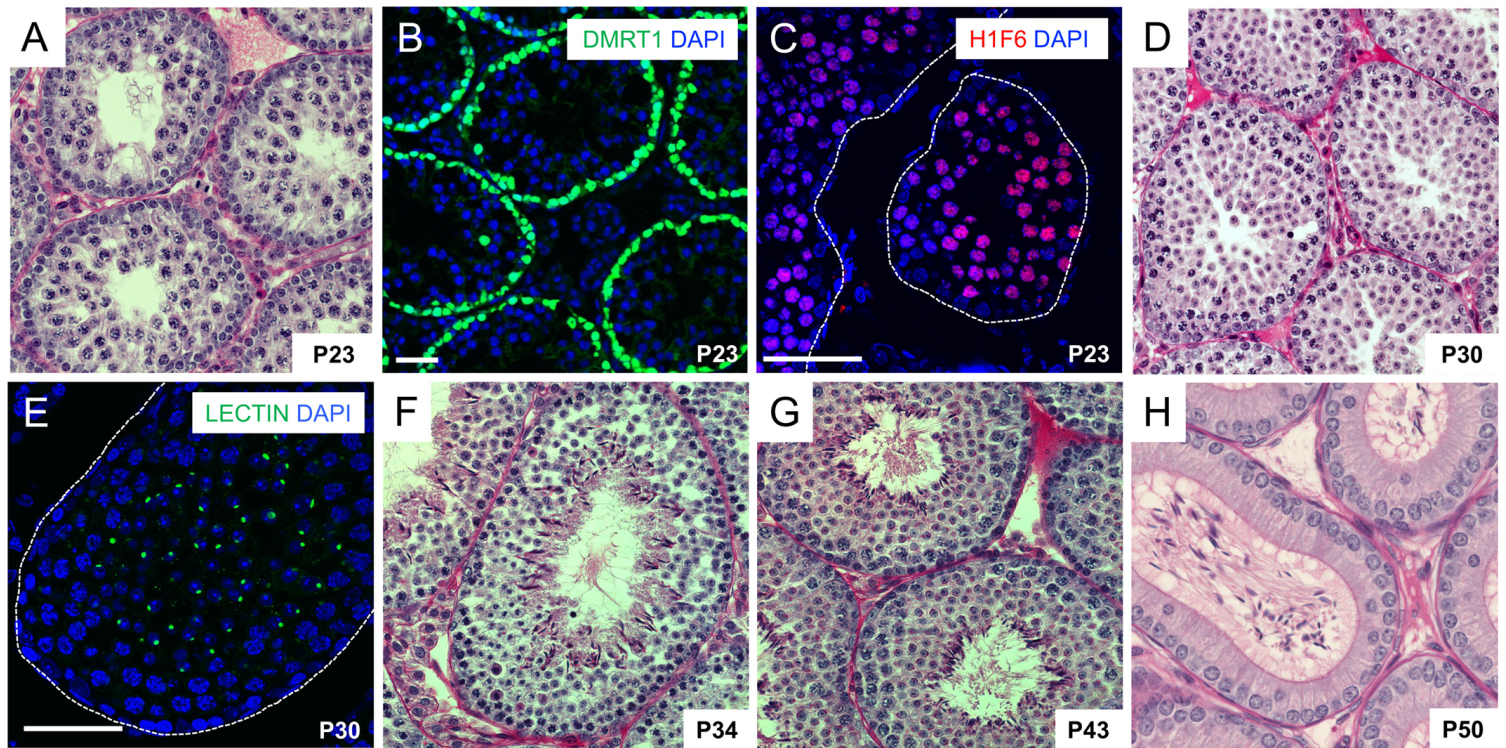

**Fig. S1. Timeline for the completion of synchronized spermatogenesis in RA-sufficient mice.** Sections from Bouin's-fixed testes (A, D, F, G) and epididymis (H) were stained with PAS. (B, C, E) Immunostaining was done on cryosections, with markers (and corresponding colors) indicated on each image. Nuclei were counterstained with DAPI (blue). Scale bars = 25 μm.

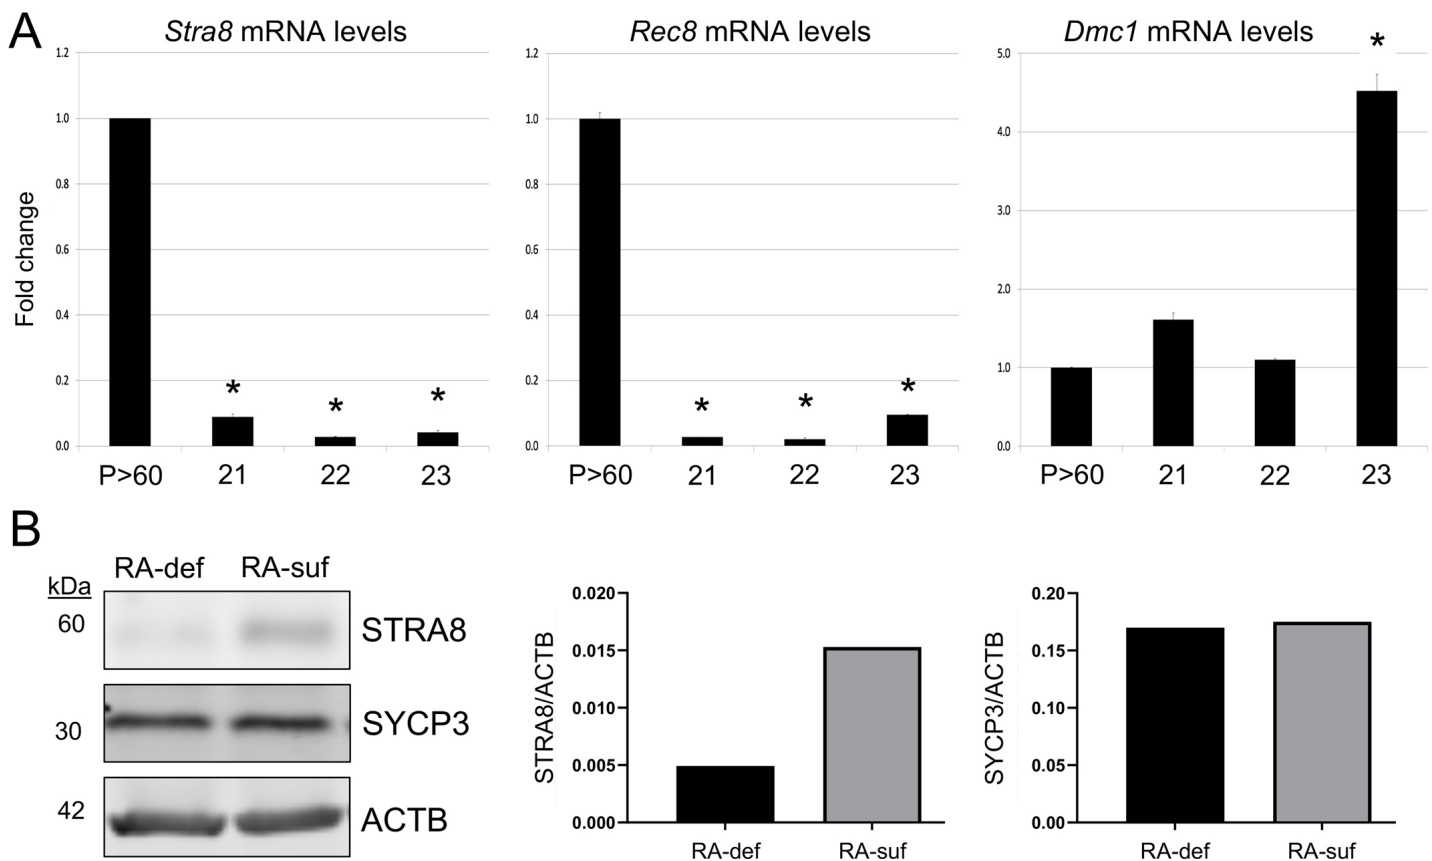

**Fig. S2. Confirming testis RA deficiency.** (A) RNA from RA-deficient testes and WT adult (P>60) testes were used for qRT-PCR to quantify *Stra8*, *Rec8*, and *Dmc1*. (B) Immunoblotting was done with whole testis lysates from P19 RA-sufficient and -deficient testes to detect STRA8 and SYCP3, and ACTB was used as a loading control. Densitometry results are shown to the right of the immunoblots.

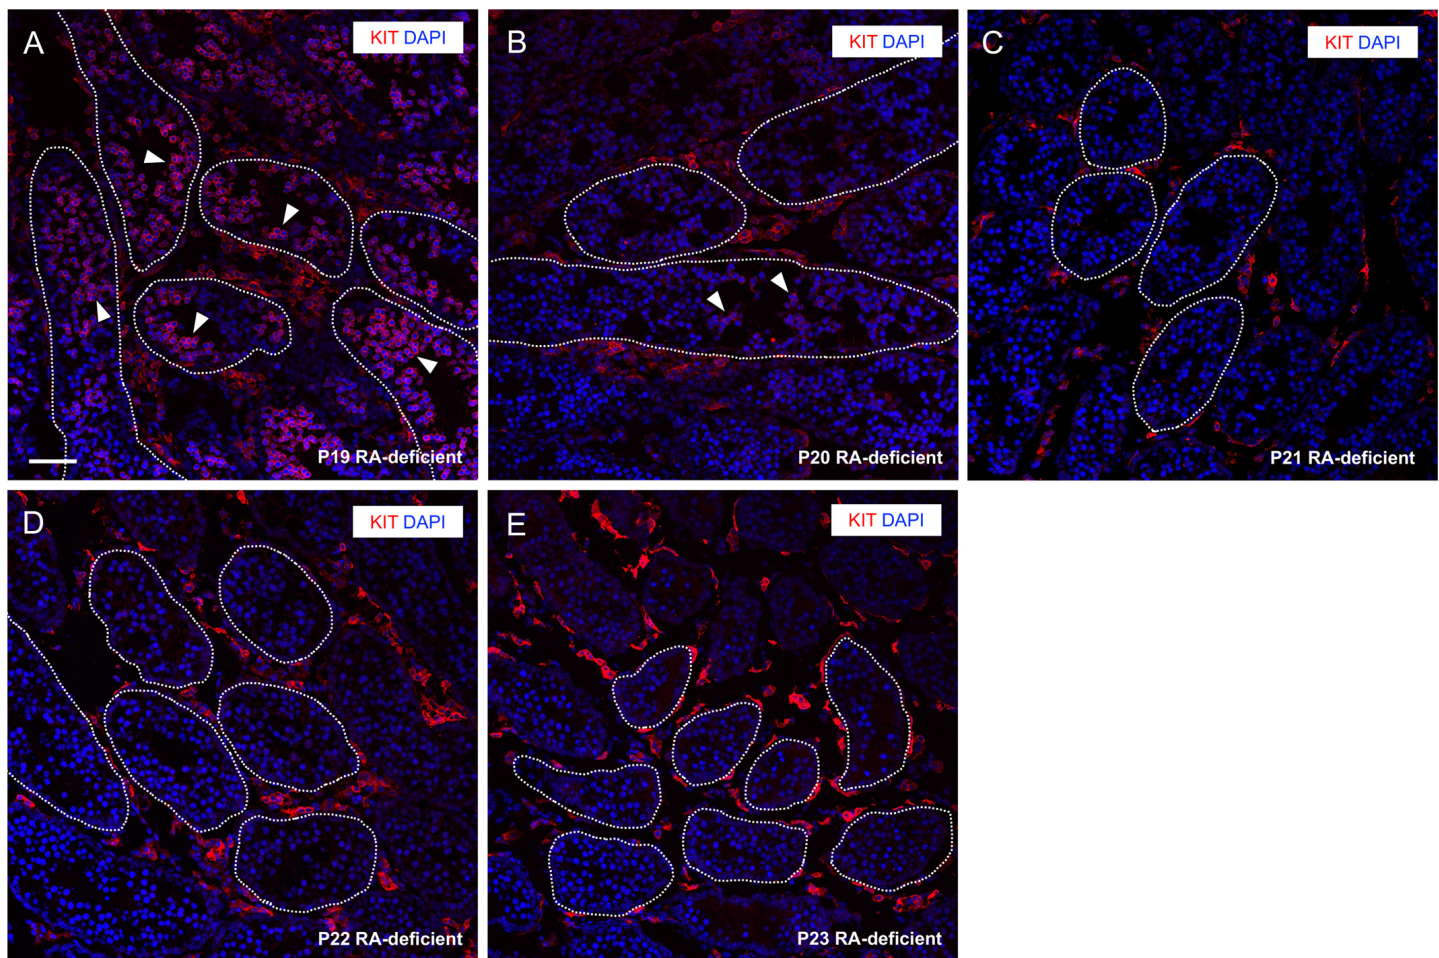

**Fig. S3. Confirming lack of RA response after initiation of meiosis.** (A-E) Testis sections from mice with synchronized RA-deficient spermatogenesis were fixed in PFA, and cryosections immunostained for KIT (red), and nuclei counterstained with DAPI (blue). Ages are indicated on each panel. Representative seminiferous tubules are outlined (white dashed lines). Exemplary spermatocytes with decreasing amounts (over time) of residual KIT are indicated with white arrows in A-B. Scale bars = 50  $\mu$ m.

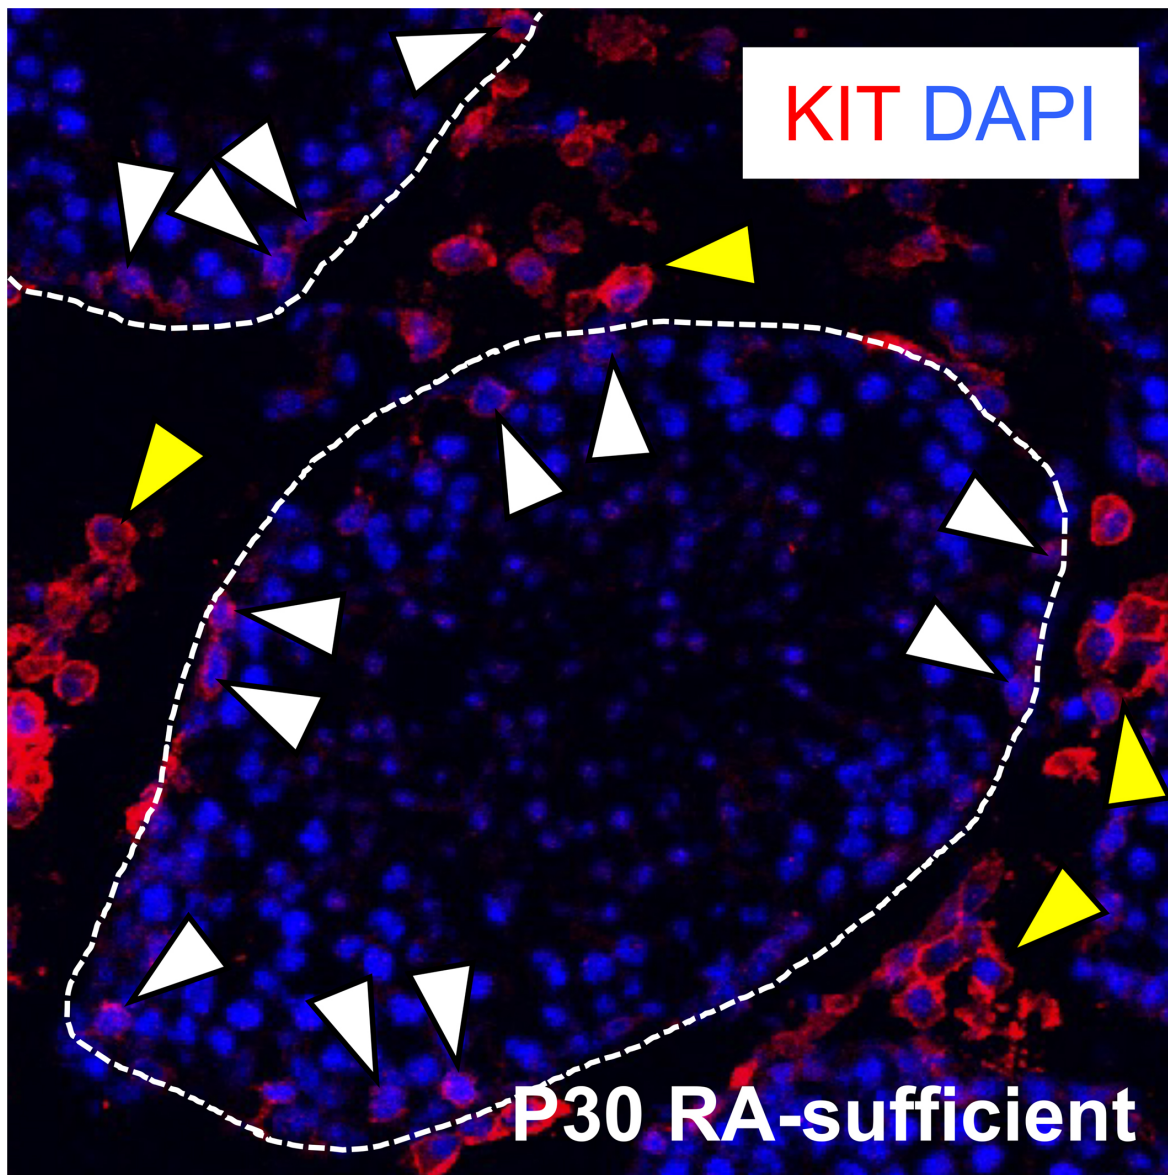

**Fig. S4. The next generation of spermatogonia are differentiating KIT<sup>+</sup> in P30 RA-sufficient testes.** Testis section from mice with synchronized RA-sufficient spermatogenesis were fixed in PFA, and cryosections immunostained for KIT (red), and nuclei counterstained with DAPI (blue). Representative seminiferous tubules are outlined (white dashed lines). Exemplary KIT<sup>+</sup> differentiating spermatogonia are indicated with white arrowheads, and typical KIT<sup>+</sup> interstitial cells are indicated with yellow arrowheads.

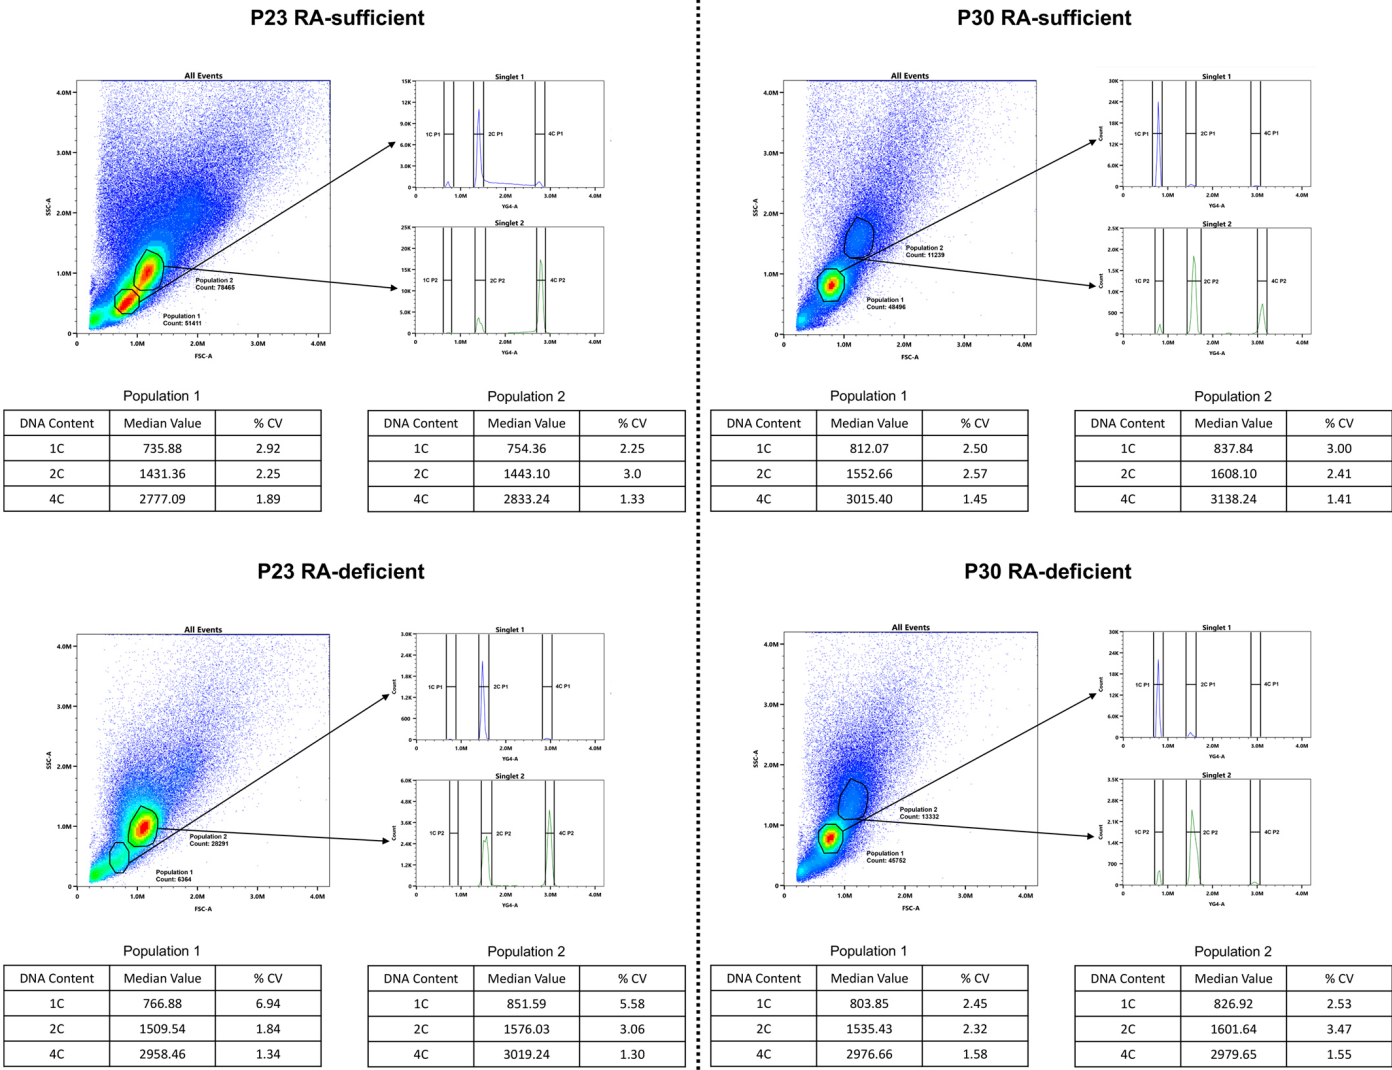

**Fig. S5. Ploidy determination by flow cytometry.** Single cell suspension from P23 and P30 testes with RA-sufficient vs -deficient synchronized spermatogenesis stained with PI. MFI values indicate DNA doubling between 1C and 2C, and 2C and 4C.

**Table S1.** (XLS) Merged analyses of pairwise DEG comparisons of  $A_{undiff}$  vs  $A_1$  differentiating spermatogonia,  $A_1$  vs  $A_3$  differentiating spermatogonia,  $A_3$  vs In/B differentiating spermatogonia, and In/ B differentiating spermatogonia vs preleptotene spermatocytes.

[Click here to download Table S1](#)

**Table S2.** (XLS) List of genes with differentially expressed mRNAs between  $A_{undiff}$  and  $A_1$  differentiating spermatogonia. The first tab lists all DEGs and their corresponding unbiased cluster, while each subsequent tab reflects pathway analysis of the genes contained in the noted cluster.

[Click here to download Table S2](#)

**Table S3.** (XLS) List of genes with differentially expressed mRNAs between  $A_1$  and  $A_3$  differentiating spermatogonia. The first tab lists all DEGs and their corresponding unbiased cluster, while the second tab reflects pathway analysis output for all six clusters.

[Click here to download Table S3](#)

**Table S4.** (XLS) List of genes with differentially expressed mRNAs between  $A_3$  and In/B differentiating spermatogonia. The first tab lists all DEGs and their corresponding unbiased cluster, while each subsequent tab reflects pathway analysis of the genes contained in the noted cluster.

[Click here to download Table S4](#)

**Table S5.** (XLS) List of genes with differentially expressed mRNAs between In/B differentiating spermatogonia and preleptotene spermatocytes. The first tab lists all DEGs and their corresponding unbiased cluster, while each subsequent tab reflects pathway analysis of the genes contained in the noted cluster.

[Click here to download Table S5](#)

**Table S6.** (XLS) DESeq2 comparisons of differential gene expression between In/B differentiating spermatogonia vs RA-sufficient preleptotene spermatocytes and RA-deficient preleptotene spermatocytes.

[Click here to download Table S6](#)

**Table S7.** (XLS) List of genes with differentially expressed mRNAs between In/B differentiating spermatogonia and preleptotene spermatocytes but were unchanged in RA-sufficient vs -deficient testes. The first tab lists all DEGs and their corresponding unbiased cluster, while each subsequent tab reflects pathway analysis of the genes contained in the noted cluster.

[Click here to download Table S7](#)

**Table S8.** (XLS) List of genes with differentially expressed mRNAs in RA-sufficient preleptotene spermatocytes vs In/B differentiating spermatogonia but were not significantly changed in RA-deficient preleptotene spermatocytes. The first tab lists all DEGs and their corresponding unbiased cluster, while each subsequent tab reflects pathway analysis of the genes contained in the noted cluster.

[Click here to download Table S8](#)

How the deposited data were processed for this re-analysis (not part of the article)

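mRNA was sequenced from 9 libraries of cells sorted from the testes of Uchl1-EGFP mice with synchronized spermatogenesis, 3 each of In/B spermatogonia at P17, RA-sufficient preleptotene (PL) spermatocytes at P19 and RA-deficient PL spermatocytes at P19. The authors deposited raw counts of reads per gene, without normalization, in a single table of 24505 genes. They had made stranded poly(A) libraries, trimmed the single-end reads with cutadapt, aligned them to the mouse genome mm9 with STAR and counted reads per gene with featureCounts. The paper's text does not name the gene annotation or say whether strand was used in counting, so genes that overlap on opposite strands can share counts. All 9 columns of the table were matched to a condition and replicate by name, and 0 columns were left unused.

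Coordinates are those of GENCODE release M1, which uses the same build as mm9. Of the gene names in the table, 20394 matched by name and 1445 by an older name, and 2666 did not match. There were 26 names that a spreadsheet had changed to dates and 2 names that occur on a pair of lines each, and none of these is named in the text.

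Tests were made with edgeR 4.0.16 in R 4.3.3, on pairs of groups with 3 libraries each. Counts were scaled with TMM, genes were filtered with filterByExpr, and edgeR's quasi-likelihood test was followed by Benjamini-Hochberg adjustment. This left 15001 genes for RA-sufficient PL against In/B, 14877 for RA-deficient PL against In/B and 15352 for RA-deficient against RA-sufficient PL. A gene was called with an absolute log2 fold change above 1 and an adjusted p below 0.05, or of at most 0.01 where the paper gives that threshold. Normalized values (CPM) are counts divided by the library size after TMM scaling over all 9 libraries, from edgeR's cpm function. Where all libraries of a compared group had at most 3 counts of a gene, the values of the other group are given in place of a fold change. The genes named are those the paper names for these libraries, the 3 largest rises and falls of each comparison among called genes with a mean of at least 10 CPM and no overlap between the groups, and the 5 axoneme and 3 spermatid genes with the lowest p between the PL groups. Clu, Inha, Sparc, Vim, Col1a1, Acta2, Cyp26a1, Stra6 and Xist fall outside this rule and were chosen after their values were seen. A single gene of the panel is not reported here by itself, and the list results include it.

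Lists of genes were written before the counts were seen, for the meiotic panel of Fig. 6A, other meiotic prophase genes, leptotene and zygotene genes, pachytene genes, axoneme and flagellum genes, spermatid nucleus and acrosome genes, RA targets, stem and progenitor spermatogonia, differentiating spermatogonia, initiation and elongation factors, ribosomal proteins, X-linked genes, and markers of Sertoli, Leydig, peritubular and stromal, and macrophage and blood cells. They were tested with edgeR's camera, with a preset correlation between genes of 0.01 and adjustment over all lists and comparisons. The rotation test fry and camera with an estimated correlation were run beside it. Over-representation of lists among called genes was tested with a one-sided Fisher's exact test against the genes tested in both comparisons.

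Each test was tested on simulated data drawn from the means and library sizes of the real counts, with 200 genes changed by a log2 fold change of 2. In the comparison between the PL groups 153 (76.5%) were recovered with 7 false calls among 14734 genes, against 197 (98.5%) with 8 false calls among 14766 genes for RA-sufficient PL against In/B and 188 (94.0%) with 11 false calls among 14340 genes for RA-deficient PL against In/B. Chance agreement from the shared In/B libraries was measured in 20 simulations of unchanged groups. All 9 libraries, the In/B ones included, were drawn gene by gene from common means with the dispersion of their group. This form was chosen after seeing the data, in place of a former one that drew from the means of the deposited In/B libraries and so left their chance values out. Intervals of list medians come from 2000 bootstrap draws over genes.

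Total counts ran from 12612959 to 27042274 per library. By these totals, without TMM scaling, 3 counts correspond to between 0.111 and 0.238 CPM. All 3 libraries of a group were treated as replicates, as they are numbered, and n counts libraries. Whether each came from its own cell preparation cannot be told from the counts. Alternatives were the scaling (RLE factors or library size only), the filter (none, or a mean of at least 50 counts), all 9 libraries in a single fit, the replicate number as a block, a test against a fold change of 2, DESeq2 1.42.0, other thresholds, and each library left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Read-level steps, clusters and Gene Ontology terms of the paper were not repeated.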

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

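All tests of explanations in this part were chosen after the results they bear on had been seen. Gene lists, comparisons and the rules for naming genes were fixed before the data were examined, while the genes with the largest changes or the lowest p, the single members of somatic and RA target lists, and the 5 genes of the last paragraph among those the paper names, were picked by their values. Each difference between the PL groups below was tested directly, in 3 libraries against 3.

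Sertoli cell markers, a signal the paper does not report, were higher in RA-sufficient PL than in In/B, with a median log2 fold change of 4.06 and 17 of 17 markers called (adjusted p = 1.12e-09 from edgeR's camera test). In RA-deficient against RA-sufficient PL the median was -3.08, again with 17 of 17 called (adjusted p = 1.74e-30 from camera and 0.00226 from fry). Clu had 2522, 1891 and 1835 CPM in the RA-sufficient libraries and 197, 211 and 355 CPM in the RA-deficient ones, and Inha 477, 414 and 457 against 27.4, 26.2 and 55.6. In In/B, 8 of the 18 markers had a mean of at least 10 CPM, and 0 of them are in another list. A lower share of germ cells would raise the markers of all other cell types alike, but the median of Sertoli markers lay below that of peritubular and stromal markers on the log2 scale (difference -2.77, 95% bootstrap interval -3.52 to -1.70), which argues against it as the whole cause. Markers of other somatic lists did fall in part, though whether Sertoli cells express some of these markers too was not tested. Peritubular and stromal markers summed to 1425, 1056 and 1098 CPM with RA and 216, 204 and 260 CPM without RA, where Sparc and Vim had log2 fold changes of -4.22 and -2.71 and Col1a1 one of 2.47. Leydig cell markers had a median of -1.05 between the PL groups (adjusted p = 0.165 from camera and 0.0445 from fry), and -1.98 without RA-deficient replicate 3. Few starting molecules in the RA-deficient libraries are argued against, since the 15 markers with a mean of at least 20 CPM gave a median of -3.08 too. More RNA of Sertoli cells in the RA-sufficient sorts and a response of Sertoli cells to RA cannot be told apart, since both would lower the markers without RA, as was so for 17 of the 17 outside the list of RA targets. Of the 10 splits of the 6 PL libraries, 1, the real one, gave as small a camera p.

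Leydig cell markers had a median log2 fold change of 1.95 in RA-sufficient PL against In/B, higher in 7 of 7 (adjusted p = 0.0386 from camera), and peritubular and stromal markers one of 1.61, higher in 12 of 13 (adjusted p = 0.0253 from camera). The Leydig call was lost in 2 of 6 fits that left out a library. None of the Leydig markers and 4 of 14 peritubular and stromal markers had a mean of at least 10 CPM in In/B. Acta2 had a log2 fold change of 3.67 and Col1a1 one of -2.22. No biological explanation was tested.

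Axoneme and flagellum genes had a median log2 fold change of -2.12 between the PL groups (94 of 98 lower), spermatid nucleus and acrosome genes one of -1.41 (-2.38 without RA-deficient replicate 3 and -0.85 without replicate 1) and pachytene genes one of -1.98 (25 of 30 lower, adjusted p = 0.0168 from camera and 0.12 from fry). Pachytene genes had risen by a median of 2.13 from In/B to RA-sufficient PL, in 28 of 30 genes, which the paper does not discuss. Few starting molecules are argued against as the whole cause, since 36 of 36 axoneme genes with a mean of at least 20 CPM were lower, with a median of -1.85. Transcript length and GC content are argued against too, with a median of -2.04 after their trend was removed. RNA of later spermatocytes in the RA-sufficient libraries may contribute. The 26 pachytene genes outside the axoneme, spermatid and panel lists fell by nearly as much as the axoneme list, with a median of -1.98 and a 95% bootstrap interval from -3.11 to -0.87. This interval lies below 0 but does not lie wholly below -1, the limit set for this test at first, and a looser limit considered later was not used, so the explanation stays open. The pachytene list had a median of 1.66 relative to In/B in RA-deficient replicate 3 and of -1.66 and -1.64 in replicates 1 and 2, and its difference between the PL groups was -3.86 without replicate 3 and -1.23 without RA-sufficient replicate 1. RNA of Sertoli cells cannot be told apart as a source either: in RA-sufficient replicate 1 the axoneme list summed to 2.37 times the mean of replicates 2 and 3 while Sertoli markers summed to 1.37 times, and a single library decides nothing. A loss of these mRNAs in PL spermatocytes without RA, the reading of the paper, remains open beside these sources. Of the 10 splits, 3 gave as small a camera p for the axoneme list and 4 for the spermatid list.

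RA targets had a median log2 fold change of -1.97 between the PL groups, with 7 of 11 lower, 5 called lower and 1 called higher (adjusted p = 0.0054 from camera and 0.0175 from fry). The median ranged from -2.14 to -1.36 when libraries were left out, and without RA-deficient replicate 3 the list did not pass (adjusted p = 0.303 from camera). Cyp26a1 and Stra6 had log2 fold changes of -4.48 and -3.66. Kit was the gene called higher (3.54), a call lost in 5 of 6 fits that left out a library, and Stra8 and Rec8 were not called. The list summed to 1024, 968 and 129 CPM in RA-deficient replicates 1 to 3 and to 734, 344 and 322 CPM with RA. The list therefore did not fall as a whole. Whether this reflects RA in germ cells or in cells of the somatic lineage was not tested.

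Stem and progenitor markers (0.38, 11 of 19 higher, adjusted p = 0.0195 from camera), differentiating spermatogonia markers (0.78, 10 of 12 higher, adjusted p = 0.00735 from camera and 0.131 from fry), initiation and elongation factors (0.26, 28 of 40 higher, adjusted p = 0.00331 from camera), ribosomal proteins (0.47, 63 of 80 higher, adjusted p = 2.29e-09 from camera) and other meiotic prophase genes (0.22, 32 of 47 higher, adjusted p = 6e-04 from camera and 0.0556 from fry) had higher medians without RA. For the last 3 lists, how much of the rise comes from the scaling between libraries stays open, since scaling moves all genes about alike and leaves the lists where they were relative to other genes. With library size only, the median of all genes was -0.27, and the medians of initiation and elongation factors, ribosomal proteins and other prophase genes were 0.0761, 0.29 and 0.0281. Leaving out RA-sufficient replicate 1 brought other prophase genes to 0.0965 and stem and progenitor markers to 0.59. Stem and progenitor markers were at 0.060 with the replicate number as a block and at 1.02 with a mean of at least 50 counts. With an estimated correlation none of these lists passed. A biological difference by RA was not separated from a difference in cell stage.

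Single genes named in the paper differed between the PL groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mei1 (log2 fold change 1.69, adjusted p = 0.00412), Meioc (0.66, 0.0158) and Majin (0.67, 0.0326) were higher without RA, the values of all 3 RA-deficient libraries lying above those of the RA-sufficient ones. With the closest pair of libraries in each group summed, the call of Mei1 was lost (adjusted p = 0.0689 from the same edgeR test), and the adjusted p of Meioc and Majin, which had not reached a fold change of 2, was 0.139 and 0.152. The cause was not tested.

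Kit (3.54, adjusted p = 0.0443 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Upp1 (2.91, 0.0123), Zbtb16 (1.39, 0.0148), Sohlh2 (1.84, 0.00501) and Uchl1 (1.56, 0.00633), which the paper names as spermatogonial markers or used for the sort, were also higher without RA. Kit had 569 and 528 CPM in RA-deficient replicates 1 and 2 but 20.7 in replicate 3, against 41.1, 32.6 and 20.0 with RA, and its call was lost in 5 of 6 fits that left out a library, with an adjusted p of up to 0.142. Upp1 and Zbtb16 each lost their call without RA-sufficient replicate 3 (adjusted p = 0.0519 and 0.0544 from edgeR's quasi-likelihood test). With the closest pair of libraries in each group summed, all 5 calls were lost, the adjusted p of Upp1, Zbtb16, Sohlh2 and Uchl1 being 0.0889, 0.0763, 0.0816 and 0.0741 from the same edgeR test. Id4, Nanos2 and Tcl1, also spermatogonial markers of the paper, were not called (log2 fold changes of -0.30, 0.38 and -0.05), and each changed direction when a library was left out (0.0855 without RA-sufficient replicate 1, -0.80 without RA-deficient replicate 3 and 0.22 without RA-sufficient replicate 2). For the 5 genes as a set, RNA of In/B spermatogonia in the RA-deficient libraries cannot be told apart from a difference in the cells themselves. Genes called lower with a mean of at least 10 CPM had reached a median of 79.0% of the change from In/B to RA-sufficient PL without RA and the 5 genes one of -6.82%, but the 5 were chosen for being higher without RA. The latter value is that of Kit and rests on replicates 1 and 2. Sohlh2 stood at -279% and Upp1 at -87.8%, against 21.5% for Zbtb16 and 54.3% for Uchl1. A negative value is a level above In/B, which In/B RNA alone would not give. The 5 genes thus do not all point the same way. A difference in the brightness at which cells were sorted, or in RA itself, was not tested.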

How the results depend on the processing

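Choices of test, threshold and alternative were those fixed in advance, except that the sum of the closest pair of libraries in each group and DESeq2 tested against a log2 fold change of 1 were chosen after seeing the data, the latter after a test against a fold change of 2 had come near a number of the paper. The form of the simulations of unchanged groups was also chosen after seeing the data. No test of an explanation stands in this part. Where no construction of the alternative shows it, the cause was not tested.

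Counts of changed genes kept within 1.5 times of their value under RLE factors, library size only, no filter, a mean of at least 50 counts, all 9 libraries in a single fit and DESeq2, for each of the 3 comparisons, the genes shared by both and the genes called with RA only. Of 6803 genes called in RA-sufficient PL against In/B, DESeq2 called 6697 in the same direction, and of 3446 and 2383 genes in the other comparisons 3432 and 2377. Stricter tests gave fewer genes by construction. Against a fold change of 2, 3251 genes were called at an adjusted p of at most 0.01 in RA-sufficient PL against In/B. At an adjusted p below 0.05, 1207 were called in RA-deficient PL against In/B, 741 between the PL groups and 795 in both. DESeq2 tested against a log2 fold change of 1 gave 2955 at an adjusted p of at most 0.01 in RA-sufficient PL against In/B. At an adjusted p below 0.05 it gave 3620 there, 1045 in RA-deficient PL against In/B and 914 between the PL groups. By the same criterion 619 genes were shared by both comparisons against In/B and 2778 were called with RA only. The adjusted p alone gave 5459, 3629 and 4022 genes in RA-deficient PL against In/B, between the PL groups and in both, and an adjusted p of at most 0.01 gave 973 between the PL groups. With the closest pair in each group summed, which leaves 2 samples per group, the counts were 2058, 445 and 1411, and 438 of the 445 were among the 2383.

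Leaving out a library moved the number of genes between the PL groups from 1190 (without RA-sufficient replicate 2) to 4484 (without RA-deficient replicate 3). The other counts kept within 1.5 times. With library size only, the median log2 fold change of all genes was -0.31 in RA-deficient PL against In/B and -0.27 between the PL groups, and the balance of calls moved with it. RA-deficient PL against In/B then had 1123 genes higher and 2762 lower in place of 1693 and 1753, the genes shared by both 876 and 1634 in place of 1118 and 1165, and between the PL groups 2003 of 2429 genes were lower in place of 1696 of 2383.

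The replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their group means had correlations of -0.25, -0.15 and -0.15 in RA-sufficient PL against In/B, 0.118, -0.103 and 0.111 in RA-deficient PL against In/B, and -0.0582, 0.0301 and -0.0817 between the PL groups. With the replicate number as a block, 6373, 3208 and 1765 genes were called in the 3 comparisons, 4636 at 0.01 in the RA-sufficient comparison, 2170 in both and 4183 with RA only. Under the block the axoneme list in RA-deficient PL against In/B had a median of -0.0079 in place of 0.68, the pachytene list -0.83 and RA targets -0.30 there, and between the PL groups the panel passed the threshold at 0.19 while Nanos2 was at -0.17 and Tcl1 at 0.060.

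List tests depended on the correlation between genes. With an estimated correlation no list passed 0.05, the medians being as before: in RA-sufficient PL against In/B 2.22 for the panel, 0.82 for other prophase genes, 2.92 for axoneme, 2.30 for spermatid, -0.71 for initiation and elongation factors and -0.95 for ribosomal genes, in RA-deficient PL against In/B 2.59 for the panel, and between the PL groups 0.22 for other prophase genes (lost under fry too), -2.12 for axoneme and -1.41 for spermatid genes. The panel between the PL groups passed without a filter (0.19) and with the closest pair summed (0.35), passed in 4 of 6 fits that left out a library, and ranged from -0.0122 to 0.30 when libraries were left out. The axoneme list in RA-deficient PL against In/B ranged from -0.70 to 1.03, below 0 without RA-deficient replicate 3. Among genes raised in both PL groups, axoneme genes lost their over-representation with the adjusted p alone (1.14-fold) and at 0.01 (1.20-fold), and spermatid genes went below the background with the adjusted p alone (0.781-fold) and with DESeq2 (0.878-fold).

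Other directions changed only for values that had not passed the threshold. RA targets in RA-deficient PL against In/B had medians of -0.047 with library size only, -0.36 without a filter, -0.26 with all 9 libraries and -0.20 with the closest pair summed, and ranged from -0.48 to 0.42 with libraries left out, as pachytene genes did from -1.44 to 0.91. Leptotene and zygotene genes between the PL groups were at 0.0048 with all 9 libraries and 0.22 with the closest pair summed, and ranged from -0.22 to 0.0942. X-linked genes were at -0.0066 with all 9 libraries in RA-sufficient PL against In/B (from -0.039 to 0.13 with libraries left out), at 0.0063 with a mean of at least 50 counts in RA-deficient PL against In/B, and between the PL groups at 0.054 with that filter and 7.4e-04 with all 9 libraries (from -0.11 to 0.0176). Stem and progenitor markers in RA-sufficient PL against In/B ranged from -0.43 to 0.0263.

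Between the PL groups, library size only gave -0.17 for Sycp2, -0.12 for Sycp1 and -0.0092 for Ccnb3, and the closest pair summed gave 0.089 for Dmc1, 0.22 for Rad51ap2, -0.34 for Stra8 and 0.14 for Tcl1. With libraries left out, the log2 fold change ran from -0.0477 to 0.34 for Atr, from -0.38 to 0.0522 for Dmc1, from -0.14 to 0.13 for Sycp2, from -0.11 to 0.18 for Sycp1, from -0.0287 to 0.38 for Brca2, from -0.43 to 0.44 for Ccnb3, from -0.00122 to 0.37 for Ythdc2, from -0.65 to 0.069 for Rad51ap2, from -0.10 to 1.18 for Stra8, from -0.71 to 0.0855 for Id4, from -0.80 to 0.88 for Nanos2 and from -0.38 to 0.22 for Tcl1. In RA-sufficient PL against In/B it ran from -0.17 to 0.39 for Meioc and from -0.14 to 0.50 for Nanos2. Over single genes and further lists, 1483 of 1659 values under an alternative kept their direction and side of the threshold, 81 were weaker, 38 were stronger and 57 reversed, and 0 of the reversed ones had an adjusted p below 0.05 at the outset. The position of RA-deficient PL between the other groups stayed between 0.223 and 0.424.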

Differences from the paper's values

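No tests of explanations were run for the differences in this part.

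At an adjusted p of at most 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 5963 genes between In/B and PL, against the paper's 3349. Of the alternatives set before the data were examined, all 9 libraries in a single fit (4263), the replicate number as a block (4636) and a test against a fold change of 2 (3251) gave a count within 1.5 times of the paper's, and RLE factors, library size only, no filter, a mean of at least 50 counts, DESeq2 (6573) and the adjusted p alone did not. DESeq2 tested against a log2 fold change of 1, chosen after seeing the values, gave 2955, and the closest pair of libraries in each group summed, also chosen after seeing the values, gave 4387.

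Of these genes, 3419 were higher in PL, against the paper's 1216. None of the alternatives set before the data were examined closed this gap, the nearest being a test against a fold change of 2 (2083) and all 9 libraries in a single fit (2113). For genes higher in In/B the count was 2544 and the paper's is 2133.

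The paper has more genes higher in In/B than in PL. Here more genes were higher in PL (3419 against 2544), except with all 9 libraries in a single fit, where 2113 were higher in PL and 2150 in In/B. Testing against a fold change of 2 gave 2083 higher in PL and 1168 higher in In/B, near the paper's 2133 and 1216 with the directions exchanged.

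In its text the paper describes minimal differences of the panel's mRNAs between the PL groups. Mei1 was called higher without RA, with a log2 fold change of 1.69.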

Other observations

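The tests of explanations in this part were chosen after the results had been seen, and that of the genes called lower was put in its present form after its values had been seen, in place of an earlier form whose pattern was that genes lowered with RA stay near their In/B level without RA, which they did not.

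Only the real split of the libraries gave changed genes, but with 10 splits of 6 libraries its share cannot go below 0.1. Of the 10 splits, 1 gave as many genes called as the real split in each of the 3 comparisons, and 1 at an adjusted p of at most 0.01. For the list tests, 1 of 10 splits gave as small a camera p for the panel in either PL group against In/B, but 6 did for the axoneme list and 4 for ribosomal genes in RA-sufficient PL against In/B.

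Fewer genes were detected in the RA-deficient libraries than in the others at larger totals. Of the genes detected, 7.08%, 4.39% and 4.27% had 1 to 9 counts, against 15.8% to 18.6% in the other 6 libraries. Few starting molecules, each sequenced many times, may lie behind this, since the highest of these percentages, 7.08%, was below the lowest elsewhere, 15.8%. Fewer kinds of mRNA in these cells, or fewer cell types in the sort, stay open and were not tested.

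RA-deficient PL lay part of the way from In/B to RA-sufficient PL, at a mean position of 0.354 (0.223 without RA-deficient replicate 3). In/B cells mixed into the RA-deficient libraries would give every list the same share of the change. The panel genes called higher had reached a median of 117% of it (95% bootstrap interval 91.4 to 125) while all genes called higher with a mean of at least 10 CPM had reached 34.2% (28.1 to 38.6), axoneme genes 7.95% and Sertoli markers 5.36%, which argues against such a mixture as the whole cause. Genes called lower with such a mean had reached 79.0% (77.4 to 80.3). RNA of later spermatocytes or Sertoli cells in the RA-sufficient libraries could give rise to such a gap, but as the test was framed on these same values it settles nothing. A loss of induction without RA remains open as well.

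Macrophage and blood cell markers had medians of 2.65 in RA-sufficient PL against In/B (8 of 8 higher, adjusted p = 0.0638 from camera) and -1.19 between the PL groups (adjusted p = 0.157 from camera and 0.0182 from fry), and -2.69 there without RA-deficient replicate 3. Peritubular and stromal markers had a median of -0.31 there (adjusted p = 0.215 from camera and 0.00752 from fry), and -0.55 without RA-deficient replicate 1. Leptotene and zygotene genes did not differ between the PL groups (median -0.02, adjusted p = 0.465 from camera). For X-linked genes the median was -0.05, and the tests differed (adjusted p = 0.65 from camera and 0.0155 from fry). Xist had a log2 fold change of 0.77 between the PL groups (adjusted p = 0.307 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rec8 was at 35.7 ± 8.47 CPM with RA and 25.3 ± 17.5 without RA (SD, n = 3), with a log2 fold change of -0.53 (adjusted p = 0.559 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.01 without RA-deficient replicate 2 and -0.0473 without replicate 3, the library with 5.97 CPM.

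Libraries of a group were unequally close. Over genes with high counts, the squared difference of In/B replicates 2 and 3 was 5.21 times that expected from sampling and that of the pairs with replicate 1 was 35.6 and 38.2 times. For RA-sufficient PL, replicates 2 and 3 stood at 10.4 times, and for RA-deficient PL replicates 1 and 2 at 18.8 times while the pairs with replicate 3 stood at 99.4 and 102 times. No pair was within the sampling noise, which separate libraries of a single cell preparation would exceed too. The paper gives the number of independent cell preparations as a range that starts below 3, without saying which libraries share a preparation. If a close pair does, the 3 libraries of its group are fewer than 3 replicates and the tests count too many. With the closest pair in each group summed, 445 genes were called between the PL groups in place of 2383. No batch is named in the paper or the sample records, and the cause was not tested.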
